# Arabidopsis Polycomb Repressive Complex 2 binding sites contain putative GAGA factor binding motifs within coding regions of genes

**DOI:** 10.1186/1471-2164-14-593

**Published:** 2013-08-30

**Authors:** Weiwei Deng, Diana M Buzas, Hua Ying, Masumi Robertson, Jennifer Taylor, William James Peacock, Elizabeth S Dennis, Chris Helliwell

**Keywords:** Polycomb, Chromatin immunoprecipitation, H3K27me3

## Abstract

**Background:**

Polycomb Repressive Complex 2 (PRC2) is an essential regulator of gene expression that maintains genes in a repressed state by marking chromatin with trimethylated Histone H3 lysine 27 (H3K27me3). In Arabidopsis, loss of PRC2 function leads to pleiotropic effects on growth and development thought to be due to ectopic expression of seed and embryo-specific genes. While there is some understanding of the mechanisms by which specific genes are targeted by PRC2 in animal systems, it is still not clear how PRC2 is recruited to specific regions of plant genomes.

**Results:**

We used ChIP-seq to determine the genome-wide distribution of hemagglutinin (HA)-tagged FERTLIZATION INDEPENDENT ENDOSPERM (FIE-HA), the Extra Sex Combs homolog protein present in all Arabidopsis PRC2 complexes. We found that the FIE-HA binding sites co-locate with a subset of the H3K27me3 sites in the genome and that the associated genes were more likely to be de-repressed in mutants of PRC2 components. The FIE-HA binding sites are enriched for three sequence motifs including a putative GAGA factor binding site that is also found in Drosophila Polycomb Response Elements (PREs).

**Conclusions:**

Our results suggest that PRC2 binding sites in plant genomes share some sequence features with Drosophila PREs. However, unlike Drosophila PREs which are located in promoters and devoid of H3K27me3, Arabidopsis FIE binding sites tend to be in gene coding regions and co-localize with H3K27me3.

## Background

The Polycomb group (PcG) proteins are found across the higher eukaryotes and are essential for normal development. PcG proteins were first identified in Drosophila where they are required to maintain repression of homeotic genes [1] and have since been shown to be required for the correct expression of many genes in plants and animals. The polycomb proteins make up two major protein complexes; Polycomb Repressive Complex 1 (PRC1) and PRC2 [1-5] which are conserved in animals and plants. PRC2 catalyses trimethylation of histone H3 lysine 27 (H3K27me3). The H3K27me3 is bound by PRC1 which ubiquitinates histone H2A [4,6] resulting in a compacted chromatin state that can be inherited through mitotic divisions.

Plants have clear homologs of the four core protein components of PRC2, often with multiple genes encoding each component [7]. In Arabidopsis, FERTILIZATION INDEPENDENT ENDOSPERM (FIE) is the single Extra Sex Combs (ESC) homolog, CURLY LEAF (CLF), SWINGER (SWN) and MEDEA are Enhancer of Zeste homologs, FERTILIZATION INDEPENDENT SEED 2, VERNALIZATION 2 and EMBRYONIC FLOWER 2 are Suppressor of Zeste 12 homologs and MULTI-SUBUNIT SUPPRESSOR OF IRA (MSI) 1–5 are homologs of NURF55. Of the MSIs, MSI1 appears to be a component of PRC2 complexes, linking PRC2 to LIKE HETEROCHROMATIN PROTEIN 1 [8], a protein that has PRC1-like function in Arabidopsis, while other MSIs (e.g. MSI4/FVE) have roles outside the PRC2 complex [7,9]. A loss of PRC2 activity in Arabidopsis, such as in *clf swn* double mutants and *FIE* RNAi plants leads to strong developmental defects, especially in organ identity [10,11]. Whole genome chromatin immunoprecipitation (ChIP) experiments have shown that about 20% of Arabidopsis genes are marked by H3K27me3 [12-17]. The H3K27me3 targets have an over-representation of genes that are highly regulated as opposed to being constitutively expressed. H3K27me3 is generally associated with genes with low transcription activity [3,16] consistent with H3K27me3 having a role in maintaining repression of gene expression. Although large numbers of gene loci have H3K27me3 present, only a minority are de-repressed in vegetative tissues of plants mutant for PRC2 components [13]. This indicates that in these tissues H3K27me3 is only critical for maintaining the repression of a subset of the H3K27me3-marked genes and presumably loss of H3K27me3 at other loci does not lead to their increased expression due to the absence of specifically expressed transcription factors.

A major unanswered question in understanding Polycomb repression in plants is how specific loci are targeted by the Polycomb complexes. Polycomb recruitment has been best characterised in Drosophila where regions of H3K27me3 are associated with sequence elements termed Polycomb Response Elements (PREs) [18]. Drosophila PREs are regions of up to a few hundred base pairs that were initially defined as being required to confer Polycomb repression on their target genes. PREs are able to recruit either PRC1 or PRC2 or both. PREs contain binding sites for sequence-specific DNA binding proteins. The binding sites for Pleiohomeotic (Pho) and the related Pho-like are a common element of Drosophila PREs, but they also contain sites for other DNA binding proteins including GAGA factor, Pipsqueak and Zeste. Genome-wide studies show that the binding sites for these other factors only partially overlap with PRC1 and PRC2 target sites and the extent to which they contribute to PcG recruitment is not always clear [4,18].

In mammalian systems, PREs are less well characterised with the best examples being a 3 kb region from the mouse MafB gene and a 1.8 kb region from the human *HOXD* cluster that confer PcG-dependent repression in reporter gene systems [19,20]. Both these elements contain binding sites for YY1 (the mammalian PHO homolog) suggesting that there is at least some conservation of the mechanisms of PcG recruitment between mammals and insects. Long non-coding RNAs (lncRNAs) have also been implicated in PcG recruitment in mammals. These can act in *cis*, such as the Xist and Kcnq1ot1 lncRNAs that are involved in PcG recruitment in X chromosome inactivation and imprinting respectively [21,22], or in *trans*, such as the HOTAIR lncRNA which is produced from the *HOXC* cluster and acts as a scaffold to recruit PRC2 to the unlinked *HOXD* locus [23,24].

At present less is known of the mechanisms by which genes are targeted by the PcG system in plants. There is some evidence for the presence of PRE-like sequences in plants. A 50 bp element (RLE) has been identified from the promoter of the Arabidopsis *LEAFY COTYLEDON 2* (*LEC2*) gene which is required for PcG repression and confers repression and H3K27me3 deposition on a transgene [25]. The *LEC2* promoter also contains a GAGA element that is bound by Arabidopsis GAGA factors *in vitro*. Mutation studies suggest that this GAGA element has an activator or enhancer function and is not required for H3K27me3 deposition [25]. A second example of a plant PRE-like sequence comes from the promoter of the *BREVIPEDICELLUS* (*BP*) gene. The ASYMMETRIC LEAVES 1 (AS1)–AS2 complex binds to defined sequences in the *BP* promoter to silence its expression [26]. The *BP* locus is marked by H3K27me3 which requires the AS1-AS2 complex. The AS1-AS2 complex interacts with PRC2 components and the AS1-AS2 binding site from the *BP* promoter is sufficient to confer Polycomb repression on a GUS transgene. These properties are consistent with the AS1-AS2 binding site in *BP* functioning as a PRE at which AS1-AS2 recruits PRC2 [27].

Some evidence for lncRNAs being involved in Polycomb recruitment in plants comes from the *FLC* gene which encodes a MADS box repressor of flowering [28,29]. *FLC* expression is repressed by vernalisation (extended cold) and this repression is maintained in a PRC2-dependent manner following return to warm growing conditions [11,30]. Non-coding sense transcripts (named COLDAIR) produced from the large first intron of *FLC* which are bound by the PRC component CLF, are required to maintain *FLC* repression in the cold [31], suggesting that the COLDAIR transcript recruits PRC2 to maintain *FLC* repression.

To further explore the mechanisms of PcG recruitment in plants we carried out a ChIP-seq experiment to determine the genome-wide distribution of FIE, the single ESC homolog in Arabidopsis which should therefore be present in all PRC2 complexes. By comparing the FIE binding sites with genome-wide H3K27me3 distribution we found over seven hundred high confidence FIE binding sites. The FIE binding sites were predominantly within gene bodies and were enriched for three sequence motifs including putative GAGA factor binding sites.

## Results

### Identification of FIE-HA binding sites by ChIP-seq

The FIE protein is the only Arabidopsis homolog of the ESC protein and is present in all active PRC2 complexes. Hence ChIP using the FIE protein as a target should identify all sites of PRC2 interaction with the genome. We carried out ChIP-seq with a FIE-HA protein complementing the *fie*-*11* mutant in the C24 ecotype [11] using aerial tissue of 12 day old seedlings. As the PRC2 complex is thought to interact with either histones or DNA binding proteins and not directly with genomic DNA, we cross-linked the plant material prior to immunoprecipitation to preserve the interaction of FIE-HA with its chromatin binding sites. In a parallel experiment, ChIP-seq was also carried out for H3K27me3 using non cross-linked chromatin from wildtype C24 seedlings. This native ChIP method is generally considered superior for assessing histone modifications [32] while cross-linked ChIP is preferred for studying chromatin binding proteins. The ChIP-seq datasets were mapped to the Arabidopsis genome and regions that were enriched in the immunoprecipitations compared to input samples were identified as described in Methods. Figure 1 shows example data for the *LEC2* and *BP* genes. This identified 1298 peaks in the FIE-HA data and 5148 peaks in the H3K27me3 data using a q score of 10^-10^. This q score was selected from a range that was tested on the basis that it identified the largest number of peaks from the ChIP samples with minimal false positive peaks from the input datasets (Additional file 1: Table S1; Additional file 2: Dataset S1, Additional file 3: Dataset S2).

**Figure 1:**
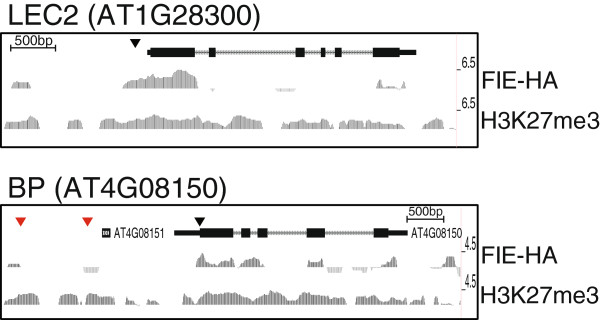
**FIE**-**HA and H3K27me3 distribution at the *LEC2 *and *BP *loci.** Broswer images showing the FIE-HA and H3K27me3 distribution across the *LEC2* and *BP* loci. Black arrows are locations of GAGA motifs identified in *LEC2*[25], red arrows are AS1-AS2 binding sites in the *BP* promoter [27].

### H3K27me3 abundance and distribution is conserved between C24 and Columbia ecotypes

The number of H3K27me3 peaks we identified was similar to that seen in previous analyses [16]. To determine whether these represent the same target sequences we compared the H3K27me3 distribution in our C24 dataset to a Columbia (Col) Chip-chip dataset [16]. The peaks identified in our C24 H3K27me3 dataset were assigned to 3976 genes, 77% of which were also present in the list of H3K27me3 genes from Col (Figure 2a). To verify this result and quantitatively compare the H3K27me3 abundance between the two ecotypes, 10 genes were randomly selected from each of three groups; present in C24+Col, C24-only and Col-only. We determined the H3K27me3 abundance at the centre of the peaks for these 30 genes, as well as for 10 regions with no H3K27me3, by ChIP-qPCR on Col and C24 seedlings grown under the same conditions (Figure 2b). We found that all 10 C24+Col genes had similar H3K27me3 abundance in both ecotypes. We found that 18 out of 20 genes selected as having either C24- or Col-specific H3K27me3 actually had similar H3K27me3 abundance suggesting that there are false negatives in both datasets. Therefore there are very few differences in H3K27me3 location and abundance between ecotypes, in agreement with previous observations for Col versus L*er*[33] and Col versus C24 or Cvi [34].

**Figure 2:**
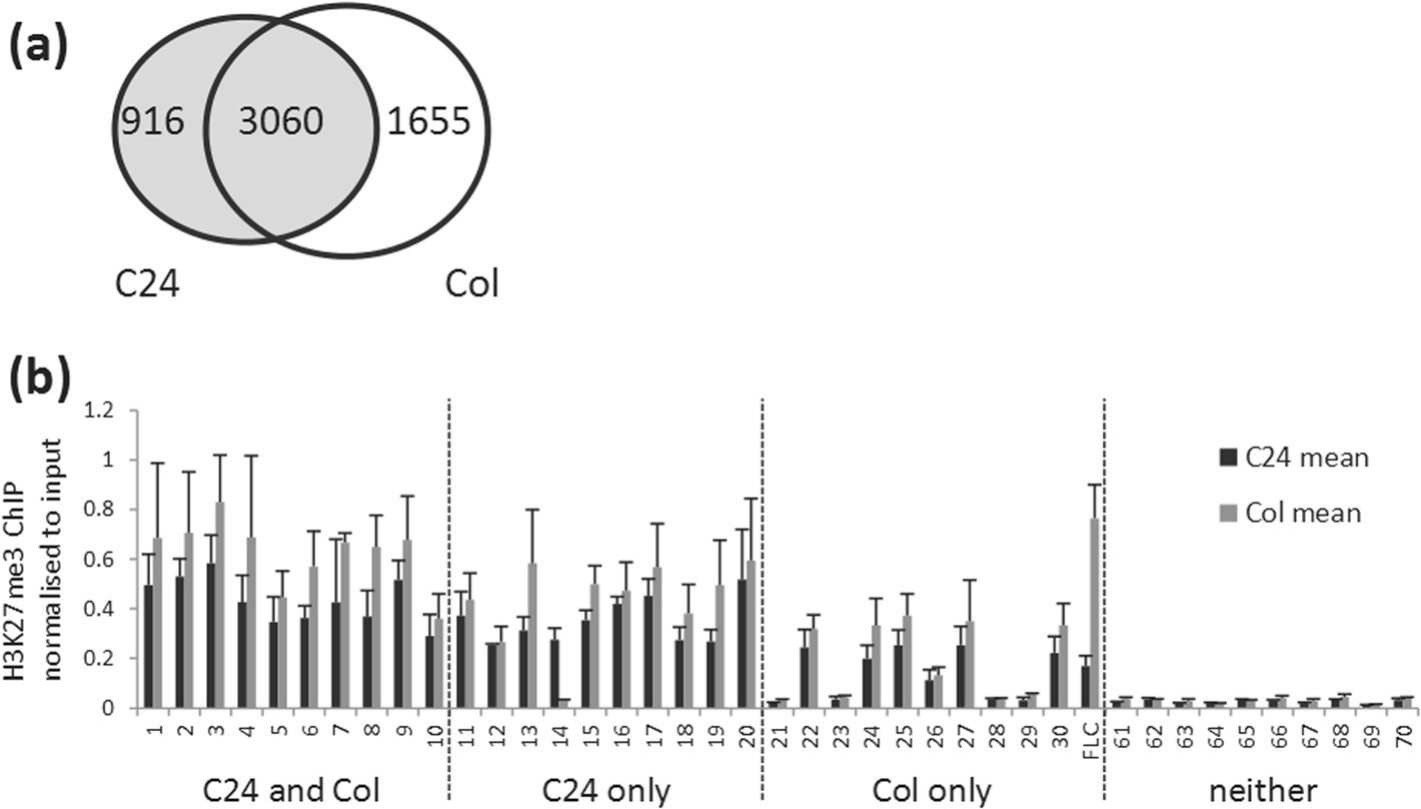
**H3K27me3 distribution is conserved between C24 and Col. (a)** Numbers of genes corresponding to an H3K27me3 ChIP-seq peak in C24 (this study) and Col [16] showing the overlap between the two datasets. **(b)** H3K27me3 ChIP-qPCR enrichment normalised to input DNA for amplicons from regions identified as enriched in C24 and Col (1–10), C24 only (11–20), Col only (21–30) and neither (61–70). An amplicon from *FLC* (Amplicon 5a) [35] is included for comparison.

### FIE-HA peaks are associated with H3K27me3

The genomic locations of the peaks from our FIE-HA and H3K27me3 ChIP-seq datasets were compared and grouped into three categories; FIE-HA+H3K27me3, FIE-HA only and H3K27me3 only (Figure 3a; Additional file 4: Dataset S3). We found that 723 of the FIE-HA peaks overlapped with H3K27me3 peaks (an overlap of 1bp or more). To verify the ChIP-seq results we then selected two peaks at random from each of five confidence value bins for each category of ChIP-seq peak for further analysis by ChIP-qPCR (detailed in Methods). In addition to the 10 peaks for each of the three groups, we included the 10 regions with no H3K27me3 (amplicons 61–70), which were also not FIE-HA targets. The amplicons were placed in the centre of the overlap of the FIE-HA+H3K27me3 peaks or the centre of the FIE-HA or H3K27me3 only peaks. For ChIP-qPCR, new sample sets immunoprecipitated for FIE-HA and H3K27me3 were prepared. As a positive control we carried out qPCR with *FLC* amplicon 5a located in the first exon of *FLC* which has detectable FIE-HA binding and low but detectable H3K27me3 [35]. We found enrichment of H3K27me3 at all 20 H3K27me3 sites tested, confirming that the number of false positives in the H3K27me3 dataset is low (Figure 3e). Of the 10 FIE-HA only regions, five showed a higher enrichment of H3K27me3 above background than the *FLC* control primers, again showing that there are false negatives for H3K27me3 (Figure 3e). The regions selected as having neither H3K27me3 nor FIE-HA present had very low levels of H3K27me3. The ChIP-qPCR for FIE-HA verified 8 of 10 FIE-HA+H3K27me3 peaks (which matches the false discovery rate predicted in Additional file 1: Table S1 B), 3 of 9 FIE-HA only peaks and showed no enrichment for the 20 regions where FIE-HA was not detected in the ChIP-seq analysis (Figure 3d). This indicates that the FIE-HA+H3K27me3 peaks are the most reliable of the FIE binding sites we identified, while the majority of the peaks identified as FIE-HA only are likely to be false positives. Therefore we focused on the FIE-HA-H3K27me3 peaks in subsequent analyses. We noted that the abundance of H3K27me3 at the H3K27me3-only sites was on average significantly lower than that for the FIE-HA+H3K27me3 sites (Figure 3e).

**Figure 3:**
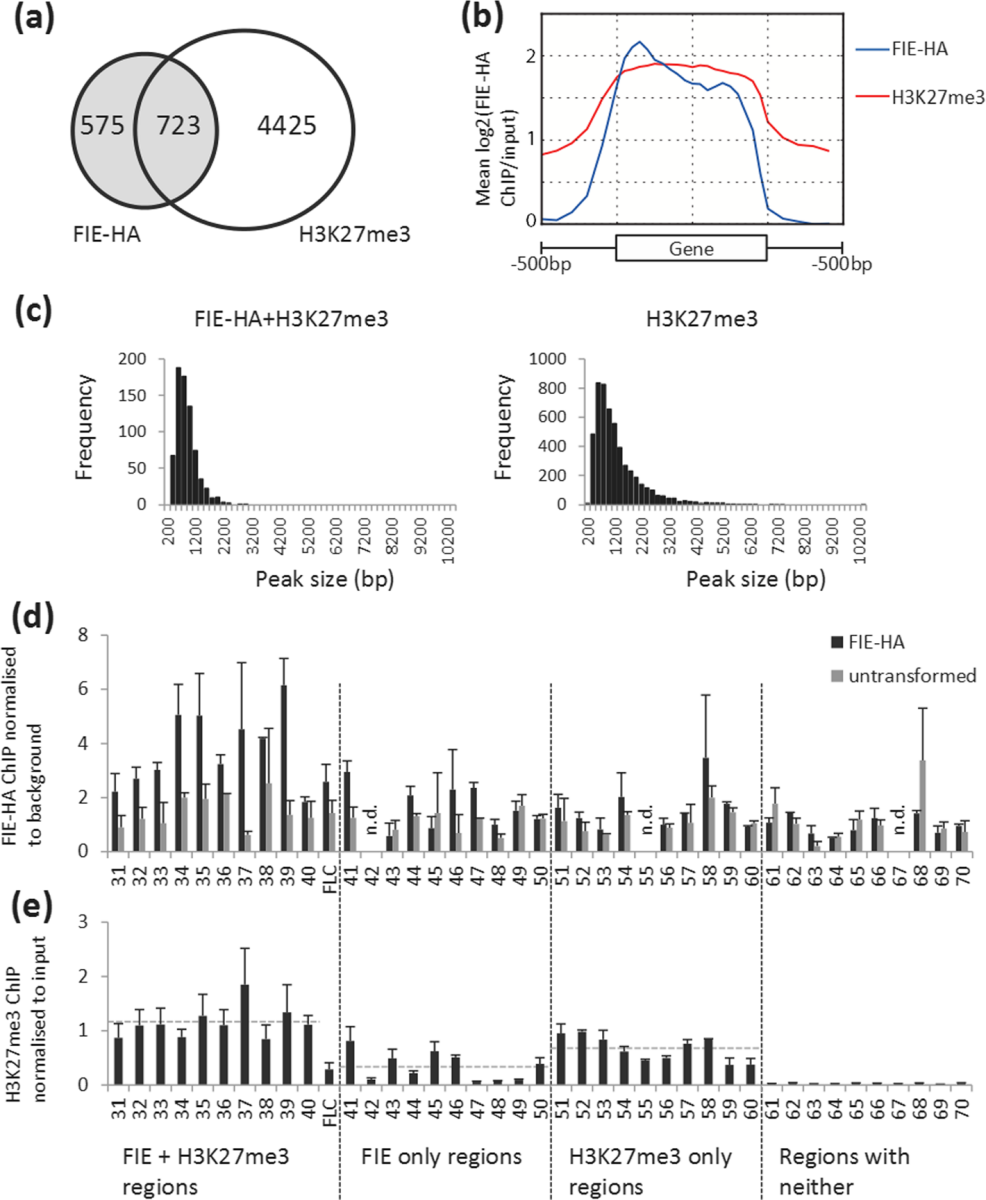
**FIE binding coincides with H3K27me3 peaks. (a)** Overlap of FIE-HA and H3K27me3 ChIP-seq peaks. **(b)** Distribution of FIE-HA and H3K27me3 ChIP-seq signal relative to gene coding regions. **(c)** Size distribution of FIE-HA+H3K27me3 and H3K27me3 peaks. Peaks were placed in 200 bp size bins. **(d)** Verification of FIE-HA ChIP-seq peaks by ChIP-qPCR. Amplicons correspond to peaks present in both FIE-HA+H3K27me3 (1–10), FIE-HA only (41–50), H3K27me3 only (51–60) and neither dataset (61–70); values are normalized to the average signal of the untransformed control. Amplicons 61–70 are as used in Figure 2. **(e)** H3K27me3 ChIP-qPCR for genes present in FIE-HA+H3K27me3, FIE-HA only, H3K27me3 only and neither dataset; values are enrichment relative to input DNA. (n.d.; not determined). Dotted lines are average H3K27me3 abundance for H3K27me3 + FIE (does not include *FLC* as this was not associated with an H3K27me3 peak), FIE-HA only and H3K27me3 only regions. Averages are 1.15, 0.34 and 0.67; the averages for H3K27me3+FIE and H3K27me3 only are different at p<0.001 and FIE-only and H3K27m3-only are different at p<0.01 using a two-tailed *t*-test.

### FIE-HA is enriched across gene body regions

The distribution of FIE-HA and H3K27me3 was determined by plotting the ChIP enrichment of H3K27me3 and FIE-HA in a gene-centric manner. We observed the characteristic enrichment of H3K27me3 across gene bodies (Figure 3b) [16]. FIE-HA is also enriched across gene bodies (Figure 3b), but with greater enrichment at the 5′ ends in comparison to the distribution of H3K27me3. The size distributions of the FIE-HA+H3K27me3 peaks (FIE-HA peaks that overlap with H3K27me3 peaks) and all H3K27me3 peaks were compared (Figure 3c) and found to show a similar distribution at size ranges up to about 1.5 kb.

### FIE-HA genes are enriched for developmental functions

The genes associated with FIE-HA+H3K27me3 and H3K27me3 only peaks were used to carry out a gene ontology (GO) analysis on the two datasets (Figure 4), to determine whether there were any differences between the classes of genes with high-confidence FIE binding peaks (FIE-HA+H3K27me3) and the bulk of the H3K27me3 targets in the genome. The gene classifications that were enriched in the two datasets were similar overall, however, the GO categories for multicellular organism development, post-embryonic development, flower development and reproduction were more enriched in the FIE-HA+H3K27me3 data. In addition there were a number of individual categories that were only present in one of the datasets; most of these categories were from the H3K27me3 dataset, which has the higher number of genes.

**Figure 4:**
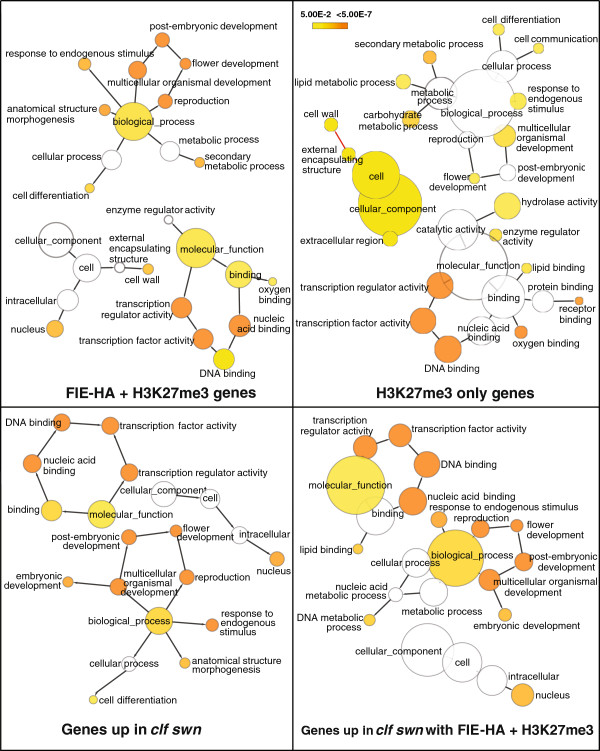
**Gene Ontology analysis of genes in the FIE-HA+H3K27me3 and H3K27me3 only datasets.** GO analysis was carried out using BinGO [45]. Enriched categories for biological process, molecular function and cellular component are shown. GOslim categories with significant enrichment in the dataset were highlighted in colour with different colours representing different levels of significance. The orange categories are most significantly overrepresented. White nodes are not significantly overrepresented. The area of a node is proportional to the number of genes in the corresponding GO category.

As there were differences in the functional categorisation of the genes in the FIE-HA+H3K27me3 and H3K27me3 only gene groups, we determined whether these groups of genes differed in the extent to which their expression was under PcG regulation. 

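Transcripts were measured in 12-day-old seedlings of wildtype Col, of the clf swn double mutant and of siFIE plants, T1 plants with an RNAi construct against FIE. FIE is a core subunit of PRC2, and CLF and SWN are histone methyltransferases of the complex. Each genotype was represented by 3 pools of 10 to 12 plants with 1 array per pool, which makes 9 arrays, and this number limits the precision of every value. The methods place the siFIE plants in Col, as does a label inside Figure S1, whereas the sample labels and the legend of Figure S1 name C24, another ecotype. All wildtype arrays were Col, so any effect of ecotype would be part of the siFIE comparison. The methods state that siFIE plants were selected on kanamycin, which is not named for Col or clf swn. Only T1 plants of intermediate phenotype were pooled. Any effect of these selections would be part of that comparison too. The methods also give the alleles of the double mutant as swn-7 clf-28, whereas the results, legends and sample labels give clf-7 swn-28, and the arrays do not settle which is right. The array holds 30361 genes of TAIR version 6, 19073 of them with 2 probes, 11283 with 3 and 5 with 1. The authors deposited the scanner signal of each probe and an RMA value per gene on a linear scale. RMA removes background, normalizes between arrays and combines the probes of a gene. The median RMA signal lay between 1116 and 1169 on the 9 arrays, and no further normalization was applied. Signals were compared as log2 values with limma over all 9 arrays, and a gene was called up- or down-regulated at an adjusted p under 0.05 and a change of more than 2-fold against Col. Signals are given as the mean ± SD of the 3 pools. Gene lists were tested with camera, which asks whether the members of a list rank above or below the other genes. In all 14 gene lists the number of members called over all genes equalled the number adjusted over the list alone. Folds of genes that are nearly silent in Col or in a mutant depend on the background correction. The RMA signal of CRU2, which encodes a seed storage protein, rose 924-fold in clf swn, and its probe signals without background correction rose 121-fold.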

We analysed gene expression in seedlings of the *clf*-*7 swn*-*28* double mutant [13] and a pool of intermediate phenotype T1 plants carrying an RNAi construct against *FIE*[11] (siFIE; Additional file 5: Figure S1) using Nimblegen arrays (Figure 5; Additional file 6: Dataset S4). The results from the array experiment were verified by RT-qPCR of six genes in both *clf*-*7 swn*-*28* and siFIE compared to wildtype (Additional file 7: Figure S2). 

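FIE, the target of the RNAi construct, had RMA signals of 244, 281 and 321 in the 3 siFIE pools, 1976, 1768 and 1786 in the Col pools and 3392, 3249 and 3349 in the clf swn pools. Its signal in siFIE was 0.152 times that in Col (log2 fold change -2.72, standard error 0.12, adjusted p = 1.4e-06 from limma). In clf swn it was 1.81 times that in Col (adjusted p = 3.6e-04 from limma), a change of less than 2-fold. The 3 FIE probes moved apart in siFIE. The probe at position 357 of the transcript fell from 3370.4 ± 1199 in Col to 458 ± 35.5 (SD of the scanner signal, n = 3 pools) and that at 1204 from 2122 ± 651 to 623 ± 121, while the probe at 125, nearest the 5′ end, gave 362 ± 66.6 in Col and 2012 ± 397 in siFIE. The mean of the 3 probes without background correction was 0.580 times Col and not called down-regulated, nor was it with either other processing of the probe signals. That mean includes the probe at 125, which rose. By RT-qPCR, the paper's methods give FIE mRNA in the siFIE plants as at most 10% of wildtype Col. CLF fell 2.90-fold in clf swn, from 11640.0 ± 783 to 4014 ± 378, and SWN fell 56.5-fold, from 11448 ± 236 to 229.8 ± 144 (adjusted p = 6.6e-06 and 9.5e-07 from limma). In siFIE the signals of CLF (10997 ± 1020.2) and SWN (11838 ± 371) were not called changed.

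**Figure D1:**
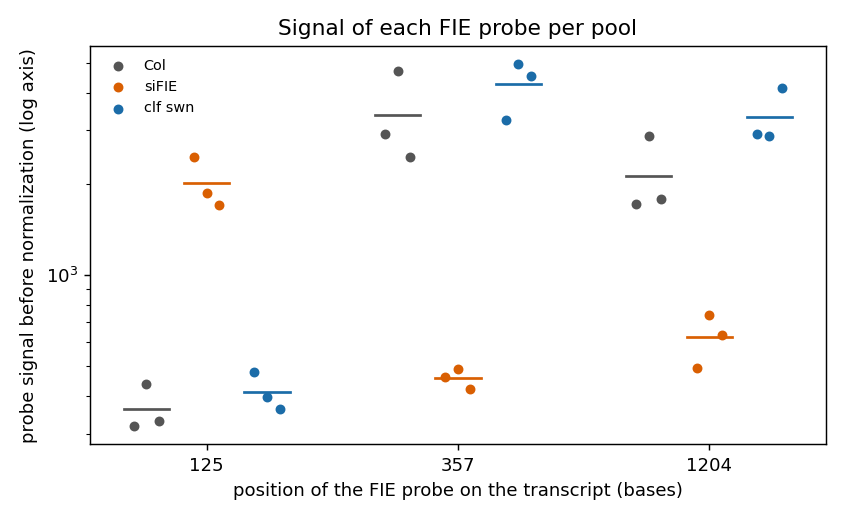
Scanner signal of each of the 3 FIE probes (log axis) against its position on the transcript, with 1 point per pool and a bar at the mean of each genotype. In siFIE the probes at 357 and 1204 lie below every Col pool and the probe at 125 lies above every Col pool.

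The other genes of Figure S2 are AG, which specifies stamens and carpels, the flowering genes FT, SOC1 and FLC, and AT5G10150, the neighbour of FLC. AG had a low signal in Col (108 ± 29.6) and rose 64.4-fold in siFIE and 68.1-fold in clf swn (adjusted p = 3.7e-07 and 2.4e-08 from limma). FT, which promotes flowering, rose 10.4-fold in siFIE, from 52.8 ± 14.7 to 547 ± 131 (adjusted p = 2.1e-05 from limma), and was not called changed in clf swn (40.8 ± 8.62, adjusted p = 0.27 from limma). The FT difference between the mutants was itself called (log2 difference −3.74, adjusted p = 2.6e-06 from limma). FLC, a repressor of flowering, rose 8.19-fold in siFIE and 65.8-fold in clf swn (adjusted p = 1.6e-06 and 3.0e-09 from limma). SOC1, which acts downstream of FT and FLC, fell 4.06-fold in clf swn, from 4032 ± 219 to 995 ± 86.4 (adjusted p = 4.5e-07 from limma), and was not called changed in siFIE (4560.4 ± 52.9). AT5G10150 fell 2.18-fold in siFIE (adjusted p = 5.4e-04 from limma), a call that was lost in all 3 settings that start from the probe signals, and its change in clf swn, to 0.537 times Col, was less than 2-fold.

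**Figure D2:**
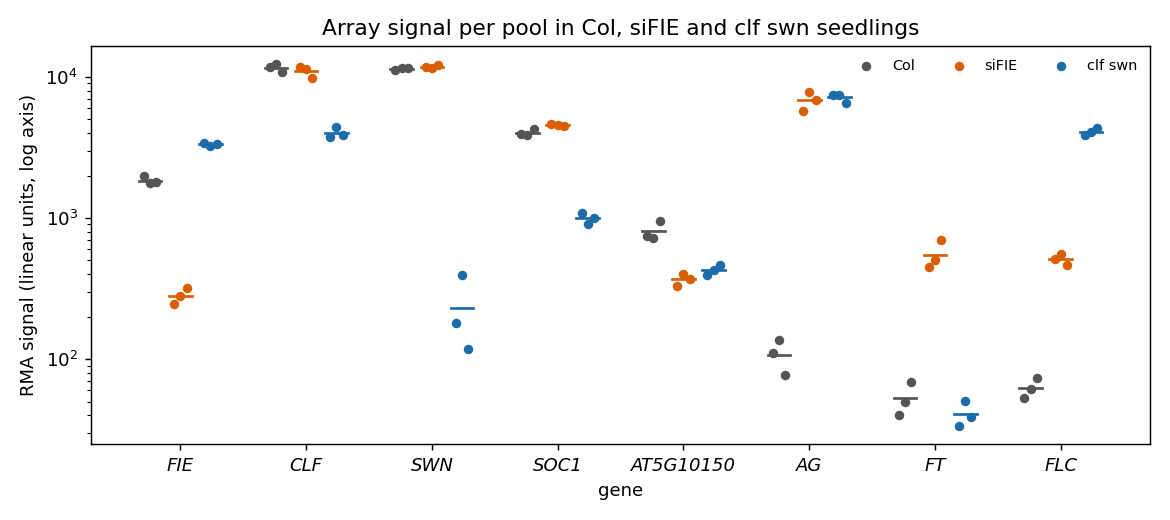
RMA signal (log axis) of FIE, CLF, SWN and the genes of Figure S2, with 1 point per pool and a bar at the mean of each genotype. FIE is low in the siFIE pools, CLF and SWN in the clf swn pools, AG is high in both mutants and FT in siFIE alone.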

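In clf swn, 2666 genes were up-regulated and 3896 down-regulated against Col, and in siFIE 1370 were up-regulated and 968 down-regulated, out of 30361 genes tested with limma. These are 21.6% and 7.70% of the genes, and without background correction 3908 genes were called in clf swn and 1114 in siFIE. The difference between the mutants was tested directly, and 2072 genes were higher and 3349 lower in clf swn than in siFIE. CRU3, which encodes the storage protein cruciferin, had the largest rise by RMA in clf swn among genes with every clf swn pool above every Col pool. Without background correction it rose 156-fold, less than AT1G68250 (161-fold) and AT2G28490 (161-fold). By RMA CRU3 rose from 34.0 ± 5.44 in Col to 56204 ± 3189 in clf swn and 1217 ± 777 in siFIE (log2 fold change 10.70, standard error 0.50, and 4.87, adjusted p = 1.9e-07 and 1.7e-04 from limma). Among 23 genes of seed storage and late embryogenesis, 23 were up-regulated in clf swn and 10 in siFIE (23 and 8 without background correction), with medians of log2 8.34 and 0.85 (camera adjusted p = 3.5e-22 and 2.3e-10, and 0.0049 and 0.026 with an estimated correlation). HBI1, a transcription factor gene, fell 269-fold in clf swn and 4.03-fold in siFIE (adjusted p = 6.1e-08 and 0.0019 from limma), and without background correction to 0.0293 and 0.275 times Col. Changes of more than 8-fold numbered 571 rises and 528 falls in clf swn, and 178 rises and 16 falls in siFIE.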

The *clf*-*7 swn*-*28* mutant shows a more severe phenotype than the siFIE plants and this is reflected in a greater number of gene expression changes in the *clf*-*7 swn*-*28* mutant (Figure 5). The primary effect expected from loss of PcG function is up-regulation of genes that are repressed by the presence of H3K27me3. However, it is clear that there are many secondary changes in gene expression, which can be seen in the large number of down- and up-regulated genes that are not associated with H3K27me3 in the *clf*-*7 swn*-*28* and siFIE expression data. 

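The copy of the H3K27me3 gene list at hand ends at AT2G42410, and within that range 11949 genes were on the array, 1985 of them (16.6%) with H3K27me3. Of the genes in the range, 659 of 1011 up-regulated in clf swn (65.2%) and 1176 of 1520 down-regulated (77.4%) were not on the list. In siFIE these were 296 of 543 up-regulated genes (54.5%) and 296 of 381 down-regulated genes (77.7%). AO4, an aldehyde oxidase gene that is not on the list, rose 181-fold in siFIE and 12.4-fold in clf swn (adjusted p = 1.3e-05 and 2.7e-04 from limma). Photosynthesis genes were among those that fell. Many of them, such as RBCS1B, lie beyond the range held, so whether they carry H3K27me3 could not be assigned here. Of 24 genes on the photosynthesis list, 21 were down-regulated in clf swn and 4 in siFIE (RBCS1B, CAB2, LHCB2.2 and POR C), and none was up-regulated by RMA, with medians of log2 -2.05 and -0.52 (camera adjusted p = 4.8e-17 and 1.7e-08, and 0.0059 and 0.032 with an estimated correlation). The calls of RBCS1B in siFIE and of CAB2 in both mutants were lost in all 3 settings that start from the probe signals, and without background correction 19 were called down-regulated in clf swn and 2 in siFIE. LHCB2.2, which encodes a light-harvesting protein and is not on the H3K27me3 list, fell 76.2-fold in clf swn and 2.50-fold in siFIE (adjusted p = 6.6e-09 and 5.6e-04 from limma). Genes with H3K27me3 also fell, among them PAP1, a regulator of anthocyanin synthesis, which fell 15.1-fold in clf swn (adjusted p = 2.0e-06 from limma).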

The genes that are marked by H3K27me3 in wildtype plants and are up-regulated in *clf*-*7 swn*-*28* and/or siFIE include those where the presence of H3K27me3 is important in repressing gene expression; there were 610 such genes in the *clf*-*7 swn*-*28* dataset and 124 in the siFIE data with 86 genes common to both datasets (Figure 5b). 

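Of the 1985 genes with H3K27me3 in the range held and on the array, 352 (17.7%) were up-regulated in clf swn, 247 (12.4%) in siFIE and 147 (7.41%) in both. Without background correction these were 224, 113 and 54. The range held is part of the genome, and 247 and 147 already exceed the paper's 124 and 86. The test and threshold are not the same, however. In this range a Student t-test with an adjusted p under 0.01, chosen after seeing the values, gave 51 in siFIE and 29 in both. Dataset S4 marks the same numbers there. SEP3, which acts in floral organ identity, rose 39.6-fold in clf swn and 61.1-fold in siFIE, from 161 ± 17.9 in Col (adjusted p = 1.6e-08 and 2.2e-07 from limma). HB-3 (WOX9), a homeobox gene of the embryo and meristem, rose 65.7-fold and 28.7-fold (adjusted p = 5.1e-08 and 1.8e-06 from limma). CUC3, a boundary gene of the shoot meristem, rose 14.4-fold in clf swn (adjusted p = 5.5e-08 from limma), and its change in siFIE was less than 2-fold, but called at log2 1.01 without siFIE replicate 1. TPS04, a terpene synthase gene, rose 93.3-fold in siFIE (adjusted p = 2.3e-06 from limma) and was not called changed in clf swn (adjusted p = 0.81 from limma). MEA, a PRC2 methyltransferase gene, rose 6.12-fold in siFIE (adjusted p = 5.4e-04 from limma), a call that was lost without background correction, and was not called changed in clf swn. Of the same 1985 genes, 344 were down-regulated in clf swn, 85 in siFIE and 75 in both. Genes on the list made up 16.6% of the genes on the array in this range. They made up 34.8% of the up-regulated and 22.6% of the down-regulated genes there in clf swn. In siFIE these shares were 45.5% and 22.3%. Genes of the rest of the genome could not be assigned, since the list at hand is incomplete.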

We compared the frequency at which genes associated with FIE-HA+H3K27me3 or H3K27me3 were up-regulated; we found that there was about a two-fold higher proportion of the FIE-HA+H3K27me3 genes up-regulated. For example 28% of the FIE-HA+H3K27me3 genes were up-regulated in *clf*-*7 swn*-*28* compared to 12% of the H3K27me3 alone genes. Hence genes where FIE is present are more likely to be those that are primarily maintained in a repressed state by H3K27me3 and for which activators of expression are present in the seedling tissue used in these experiments. This was also reflected in the GO profiles of the genes up-regulated in *clf*-*7 swn*-*28* and siFIE which were similar to that of the FIE-HA+H3K27me3 genes (Figure 4; Additional file 8: Figures S3, Additional file 9: Figures S4, Additional file 10: Figures S5).

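Of 673 genes of the array with a FIE-HA+H3K27me3 peak in the gene body, 228 (33.9%, 95% Wilson interval 30.4 to 37.5%) were up-regulated in clf swn and 154 (22.9%, 19.9 to 26.2%) in siFIE, with 111 (16.5%, 13.9 to 19.5%) up-regulated in both. Of 1712 genes with H3K27me3 only, the numbers were 262 (15.3%, 13.7 to 17.1%), 193 (11.3%, 9.86 to 12.9%) and 110 (6.43%, 5.36 to 7.69%). These intervals treat the genes as independent and do not cover the variation between pools or the processing. The ratios of the shares were 2.21 in clf swn, 2.03 in siFIE and 2.57 in both. With the H3K27me3 peaks at hand in Dataset S1 in place of the list the ratios were 1.70, 1.40 and 1.57, and from the probe signals without background correction they were 2.59, 2.72 and 4.17. AP3, which specifies petals and stamens and lies under a FIE-HA+H3K27me3 peak, rose 281-fold in clf swn and 103-fold in siFIE (adjusted p = 1.9e-08 and 7.0e-07 from limma). ABI3, a regulator of seed maturation under such a peak, rose 684-fold and 9.63-fold (adjusted p = 1.1e-08 and 5.6e-05 from limma). EMF1, which encodes a Polycomb protein, rose 4.04-fold and 2.91-fold (adjusted p = 5.9e-07 and 2.2e-05 from limma). LFY, a regulator of flower formation, rose 2.19-fold and 2.86-fold by RMA (adjusted p = 0.0088 and 0.0049 from limma), and both calls were lost in all 3 settings that start from the probe signals, and that in clf swn also without clf swn replicate 3 (log2 0.96). The FIE-HA+H3K27me3 genes were taken from 706 of the paper's 723 peaks and 17 of their genes were not on the array, while the H3K27me3 only genes come from the part of the list up to AT2G42410. Over the same range of loci, 76 of 233 FIE-HA+H3K27me3 genes (32.6%) were up-regulated in clf swn, 46 (19.7%) in siFIE and 33 (14.2%) in both.

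**Figure D3:**
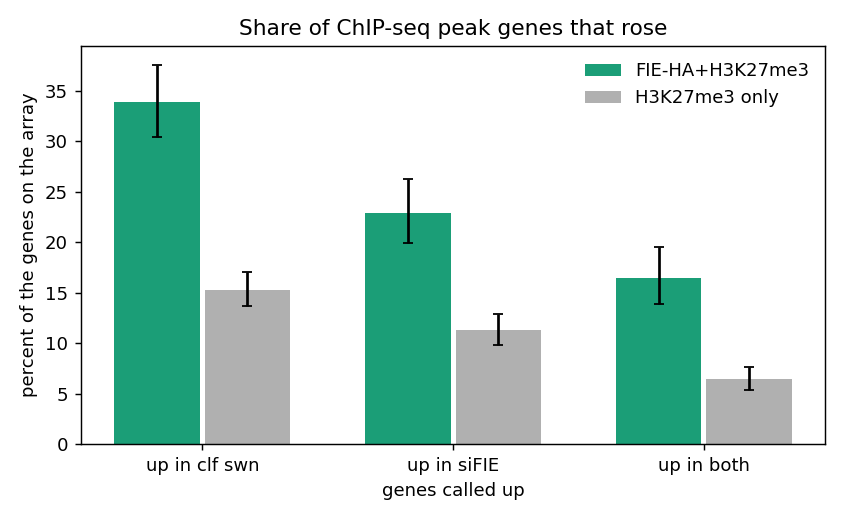
Percent of the genes on the array that were up-regulated in clf swn, in siFIE and in both, for 673 FIE-HA+H3K27me3 genes and 1712 H3K27me3 only genes, with 95% Wilson intervals. The intervals treat genes as independent and leave out the variation between pools. The shares are 33.9, 22.9 and 16.5% for FIE-HA+H3K27me3 genes and 15.3, 11.3 and 6.43% for H3K27me3 only genes.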

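FIE-HA+H3K27me3 genes had higher signals in wildtype seedlings than H3K27me3 only genes, with median RMA signals of 242 and 103 in Col, against 1115 for all genes. The shares of up-regulated genes were therefore also compared among genes of like signal in Col, in 4 classes of equal size over the whole array. In the class with the lowest signal, 92 of 201 FIE-HA+H3K27me3 genes (45.8%) and 121 of 775 H3K27me3 only genes (15.6%) were up-regulated in clf swn, and 58 (28.9%) and 86 (11.1%) in siFIE. In the next class these were 103 of 273 (37.7%) and 108 of 538 (20.1%) in clf swn, and 72 (26.4%) and 82 (15.2%) in siFIE. In the class above, the shares were 17.2% of 134 genes and 9.66% of 238 in clf swn, and 14.9% and 8.40% in siFIE. In the class with the highest signal they were 15.4% of 65 genes and 6.21% of 161 in clf swn, and 6.15% and 3.11% in siFIE. The shares are descriptive, and no test was run on the incomplete lists. From the higher proportion of up-regulated genes among those with FIE, the paper infers that genes with FIE are more likely to be held repressed mainly by H3K27me3 and to have activators in the seedling, and its discussion gives the presence of activators as speculation.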

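The genes up-regulated in the mutants included regulators of flower, embryo and meristem development, which were examined as lists of genes fixed before the data were examined. Of 16 floral organ identity genes, 15 were up-regulated in clf swn and 15 in siFIE, all but SEP4 (11 and 11 without background correction, where FUL in clf swn, AGL6 in siFIE, and CAL, LFY and SUP in both were not called), with medians of log2 5.26 and 4.65 (camera adjusted p = 3.7e-11 and 2.2e-22, and 0.057 and 0.026 with an estimated correlation, which ended the call in clf swn). SEP1, which acts in all floral organs, rose 91.5-fold in clf swn and 41.6-fold in siFIE, and STK, an ovule identity gene, rose 37.1-fold and 17.7-fold. Of 11 embryo regulators, 10 were up-regulated in clf swn and 4 in siFIE (LEC2, ABI3, WOX2 and HB-3; 10 and 3 without background correction), with medians of log2 3.46 and 0.09 (camera adjusted p = 1.7e-09 and 0.1, and 0.005 and 0.22 with an estimated correlation). FUS3, a regulator of seed maturation, rose 57.3-fold in clf swn (adjusted p = 5.4e-08 from limma) and was not called changed in siFIE, except without Col replicate 3, when it was called down-regulated (log2 -1.06). LEC2, whose promoter holds a PRE-like element, rose 7.94-fold in clf swn (adjusted p = 6.1e-08 from limma), and its 2.85-fold rise in siFIE was not called in the 3 settings that start from the probe signals. Of 15 shoot and root meristem regulators, 11 were up-regulated and 2 (PLT1 and AS2) down-regulated in clf swn, and 4 (STM, KNAT2, WUS and CUC1) were up-regulated in siFIE, with medians of log2 2.04 and 0.64 (camera adjusted p = 1.5e-04 and 0.015, and 0.018 and 0.063 with an estimated correlation, which ended the call in siFIE). KNAT1 (BP) rose 4.12-fold in clf swn (adjusted p = 2.2e-06 from limma), and its change in siFIE was less than 2-fold, but called at log2 1.04 without Col replicate 1 and at 1.01 without siFIE replicate 1. The calls of AS2 in clf swn and of WUS and KNAT2 in siFIE were lost in all 3 settings that start from the probe signals. Without background correction 9 were called up-regulated and 1 down-regulated in clf swn, and STM, KNAT2, WUS and CUC1 were not called in siFIE. Of 16 flowering time genes, 4 (FLC, MAF4, MAF5 and AGL24) were up-regulated and 2 (SOC1 and SVP) down-regulated in clf swn, and 6 were up-regulated and 1 (SVP; 0 without Col replicate 3) down-regulated in siFIE (without background correction 4 and 2, and 5 and 1), with medians of log2 0.62 and 0.33 (camera adjusted p = 0.026 and 2.0e-04, and 0.14 and 0.035 with an estimated correlation, which ended the call in clf swn). That call in clf swn was also lost with median scaling of the probe signals and without dim genes. MAF5, a relative of FLC, rose 19.2-fold in clf swn and 8.72-fold in siFIE (adjusted p = 2.8e-08 and 1.8e-06 from limma).

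**Figure D4:**
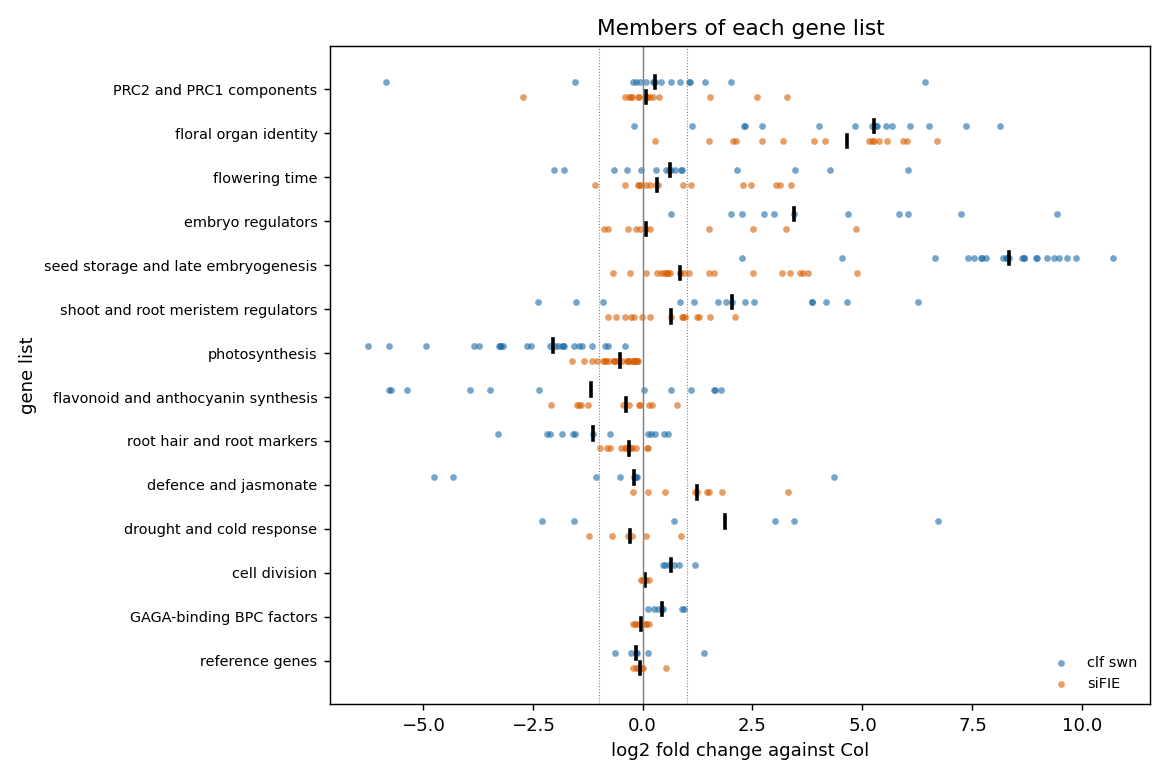
Log2 fold change against Col of each member of the gene lists in clf swn and siFIE, with a black bar at the median. Floral organ identity genes lie to the right of 0 in both mutants (medians 5.26 and 4.65), and seed storage and late embryogenesis genes lie farther to the right in clf swn (median 8.34) than in siFIE (0.85).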

**Figure 5:**
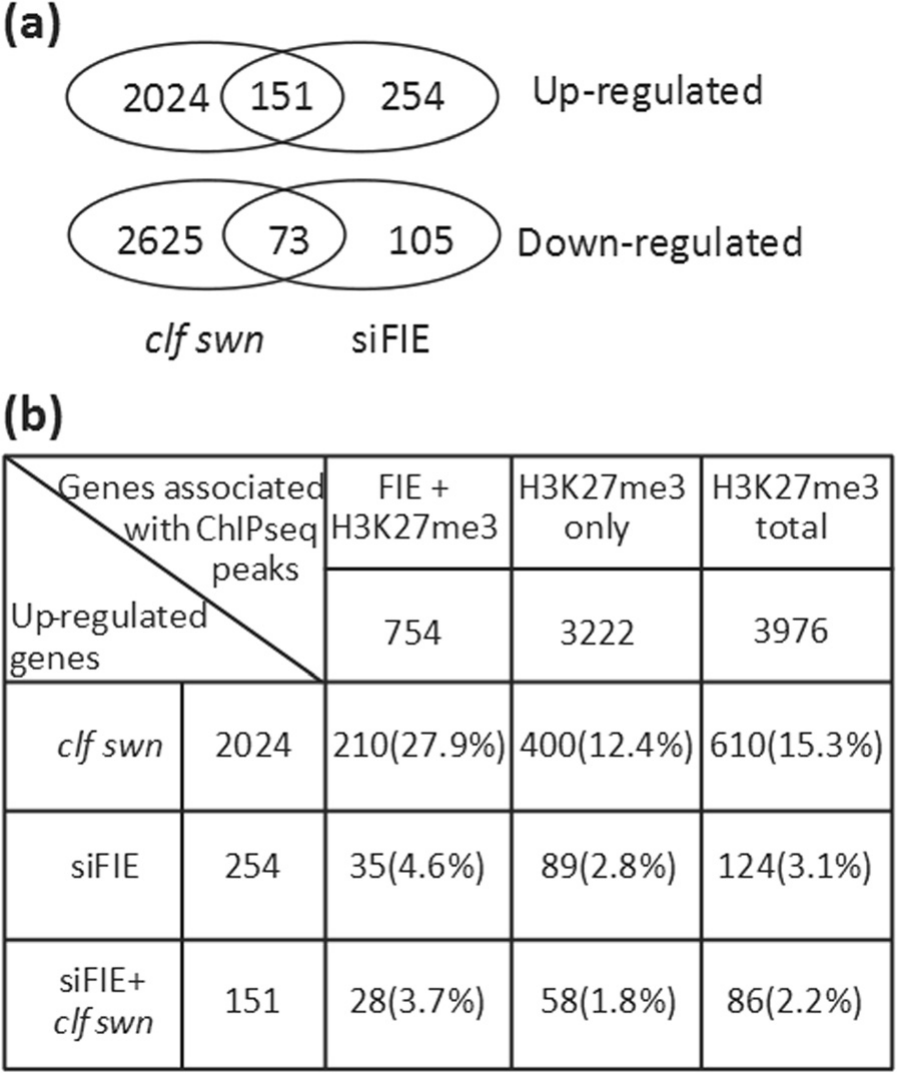
**FIE-HA+H3K27me3 genes are enriched for genes under PcG repression in vegetative tissues. (a)** Numbers of genes up- and down-regulated in *clf*-*7 swn*-*28* and siFIE seedlings compared to wildtype. Overlap of Venn diagram indicates the numbers of genes common to both datasets. **(b)** Numbers of genes up-regulated in *clf*-*7 swn*-*28*, siFIE or both that are also associated with a FIE-HA+H3K27me3 or H3K27me3 only ChIP-seq peak. Percentages are the percentage of genes associated with a ChIP-seq peak that are also in the up-regulated gene lists.

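Common to both mutants were 726 up-regulated genes, which are 53.0% of those in siFIE and 27.2% of those in clf swn, and 760 down-regulated genes, which are 78.5% and 19.5%. From the probe signals the common genes numbered 423 up and 487 down with normexp and quantile normalization, and 298 and 361 without background correction. AT5G17090 rose 567-fold in clf swn and 224-fold in siFIE, and CSLG2, a cellulose synthase-like gene, rose 49.4-fold and 231-fold (adjusted p = 4.7e-06 and 3.8e-06 from limma). GIS, a regulator of trichome formation, fell 12.8-fold in clf swn and 16.2-fold in siFIE (adjusted p = 3.5e-07 and 1.7e-06 from limma). Both comparisons share the Col arrays. In 100 simulations of unchanged groups against the same arrays no gene was common at the same thresholds. On average 3.13 were common up and 3.01 down at an unadjusted p under 0.05 from limma. As no gene was changed there, few could be called, and this does not give the overlap expected by chance for long lists. Independent lists of these sizes would share 120.3 and 124 genes. Of the common up-regulated genes, 287 were higher and 50 lower in clf swn than in siFIE, and of the common down-regulated genes, 361 were lower in clf swn and 1, AT2G15020, was higher. All genes that Dataset S4 lists for siFIE moved in the listed direction here. The study chose these genes on the same arrays, so they are not independent evidence.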

### High confidence FIE binding peaks contain putative GAGA Factor binding sites

If Arabidopsis PRC2 complexes are recruited through PRE-like sequences some conserved motifs would be expected to be associated with the FIE binding peaks identified by ChIP-seq. As the FIE-HA+H3K27me3 peaks were the highest confidence FIE binding sites, we used these peak sequences in a MEME analysis. We searched for short motifs (~8 bp) on the basis that the known interaction sites of PRE-binding proteins in Drosophila are of approximately this length. This identified four motifs in the FIE-HA+H3K27me3 peaks (Figure 6a). We also carried out the same analysis on the H3K27me3 genes as well as the lower confidence FIE-HA only peaks and a control set of random promoter sequences (Additional file 11: Figure S6). Motif 1 was present in all four analyses and so was not considered further. There were no additional motifs found in the H3K27me3 only data, in the FIE-HA only data there were two additional motifs which were similar to motif 3 in the FIE-HA+H3K27me3 peaks. Comparison of the motifs in the FIE-HA+H3K27me3 peaks to motif databases using TOMTOM identified motif 2 as similar to the TBF1 binding site (telobox factor 1), motif 3 as similar to a zinc finger protein binding site and motif 4 as similar to the GAGA Factor 1/Trithorax-like binding site (Additional file 12: Figure S7). We plotted the location of the putative TBF1 and GAGA Factor binding sites relative to gene bodies and found they mirrored the location of FIE-HA+H3K27me3 peaks, being enriched across transcription units (Figure 6b).

**Figure 6:**
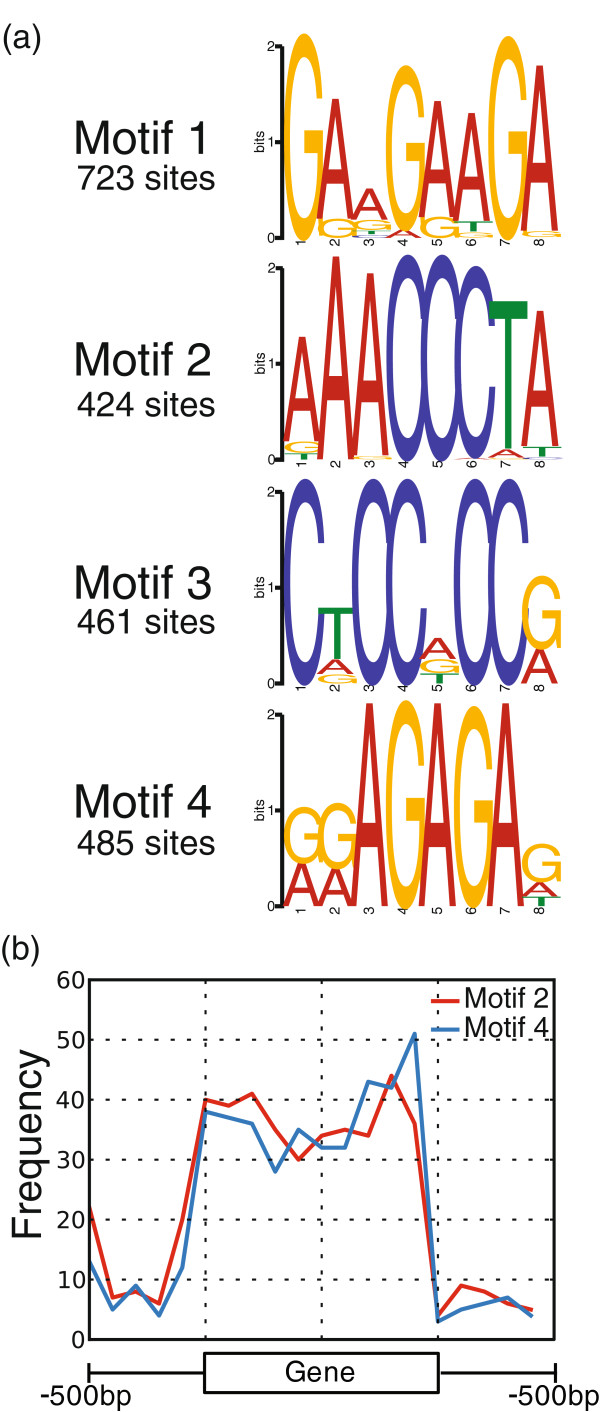
**MEME analysis of sequences in FIE-HA+H3K27me3 peaks identifies enriched sequence motifs. (a)** Motifs enriched in the FIE+H3K27me3 peaks determined by MEME analysis. **(b)** Distribution of motifs 2 and 4 with respect to gene features.

## Discussion

We have carried out a ChIP-seq analysis to identify binding sites for the PRC2 component FIE across the Arabidopsis genome. In comparison to the numbers of H3K27me3 sites (5148) we identified fewer high confidence sites of FIE binding (723). As PRC2, and therefore FIE, is required to deposit and maintain H3K27me3, a similar numbers of peaks is expected in both experiments. The discrepancy could have some biological significance or be a technical artefact. A technical difference could be simply a consequence of the two ChIP experiments using different antibodies and targeting proteins that interact with chromatin in different ways. Histone H3 is an intrinsic part of the nucleosome structure while FIE is part of a protein complex that interacts with chromatin. Although the FIE-HA sample was cross-linked prior to immunoprecipitation, the indirect nature of the interaction between FIE and the DNA that is assayed by ChIP may make it harder to detect FIE binding regions compared to H3K27me3 regions.

Biological explanations for the low number of FIE-HA peaks compared to H3K27me3 peaks could be that there are differences in the number of PRC2 binding sites, the strength of PRC2 binding or the amount of time that PRC2 is present at a given locus. There is support for this last possibility from FRAP (Fluorescence Recovery After Photobleaching) studies in *Drosophila*[36] which suggest that polycomb complexes are not constantly bound to chromatin and that the rate of assembly of polycomb complexes differs between loci. Genome-wide comparison of H3K27me3 and PRC2 in Drosophila also identified ‘weak’ PcG sites [37] where H3K27me3 but not PRC2 was detected. The average abundance of H3K27me3 at the FIE-HA+H3K27me3 peaks was significantly higher than at the H3K27me3 only regions (Figure 3e). The genes associated with FIE-HA+H3K27me3 regions were also more likely to be up-regulated in plants that have reduced PcG function. We speculate that these genes are ones for which activators are present in vegetative tissues (with the activators regulating other genes) and hence there is a selection for increased PRC2 occupancy to maintain high levels of H3K27me3 and repression of gene expression.

A search for sequence motifs in the high confidence FIE binding sites identified four short conserved motifs. One of these was identified as being similar to the GAGA factor binding site which is a component of Drosophila PREs. The GAGA factor binds to many Drosophila PREs, but is also found in active promoters [38] and is suggested to have roles in nucleosome depletion and PcG recruitment. In plants the GAGA motif is often found within core promoter sequences [39]; however the GAGA motifs identified through FIE-HA ChIP-seq are predominantly located in gene bodies. They are not found in analyses of random sequences, indicating that there is a positive association with PRC2. The H3K27me3 only sites did not contain the GAGA motif and had lower levels of H3K27me3 than the FIE-HA+H3K27me3 peaks. The FIE-HA+H3K27me3 associated genes are also more likely to be up-regulated in plants which have a loss of PRC2 function. Based on this we speculate that the GAGA motif has a role in strengthening Polycomb recruitment to target genes for which Polycomb regulation is the primary mode of repression.

One element that functions in a PRE-like manner in plants is the RLE element in the Arabidopsis *LEC2* promoter [25]. RLE is located near a GAGA element; however this GAGA element is not required for the function of RLE. RLE is at one edge of a region of FIE-HA binding (Figure 1a), which also includes the GAGA element. The PRE-like sequence identified in the *BP* promoter does not have any associated FIE-HA binding in our high-confidence dataset, although there is evidence of FIE-HA binding across the *BP* gene body (Figure 1b). The *BP* PRE-like region has been shown to bind CLF-GFP expressed from a strong 35S promoter [27], so it may be a site of weaker PRC2 interaction. The GAGA motif has also been identified in association with LFY binding sites [40]; while some of these genes are also H3K27me3 targets, many are not. This suggests that in plants, as for Drosophila [38], the role of GAGA factor is wider than PcG function.

Although our data suggest that the GAGA factor may be a common component in the PcG regulation mechanism in plants as well as in flies, there are differences in the structures of the regions occupied by PRC2 and H3K27me3. We did not find evidence for relatively narrow regions of PRC2 binding with low H3K27me3 and depleted of nucleosomes, flanked by wide regions of H3K27me3, as seen at many Drosophila PcG targets. The observed co-localisation of FIE-HA and H3K27me3 is more reminiscent of the data in mammalian systems [41]. The association of H3K27me3 and FIE-HA binding with gene body regions appears to be particularly strong in plants compared to both mammals and insects.

## Conclusions

We have used a genome-wide ChIP-seq approach to identify FIE and hence PRC2 binding sites across the Arabidopsis genome. Based on our high-confidence dataset we find that the regions of PRC2 binding are largely within gene body regions and co-localise with H3K27me3. The emerging reports of plant PREs and our finding of GAGA motifs at FIE binding sites suggest that DNA binding proteins have a role in recruiting PRC2 in plants and that further dissection of potential PRE-like regions could help our understanding of how the PcG system is recruited to specific genes in plants.

## Methods

### Plant material

All plants were grown on MS agar plates in a 16 h light: 8 h dark photoperiod under fluorescent lights at 22°C for 12 days. Whole seedlings were harvested for ChIP experiments or RNA extraction. T1 siFIE plants (in Col ecotype) were selected on plates supplemented with kanamycin (50 mgL^-1^). The *swn*-*7 clf*-*28* mutant is sterile and was selected from the progeny of *swn*-*7 clf*-*28*/+ plants.

### ChIP-seq and bioinformatic analysis

Native chromatin immunoprecipitation (N-ChIP) was performed as described previously [42] with minor modifications. In brief, Arabidopsis seedlings were collected and ground in liquid nitrogen. Nuclei were extracted with buffers 1, 2 and 3 and chromatin was digested by MNase for 6 minutes to generate native chromatin templates consisting primarily of mononucleosomes. Native chromatin templates were incubated with anti-H3K27me3 antibody (07–449, Millipore) and antibody-bound DNA fragments were extracted. ChIP DNA fragments were sequenced by Illumina (San Diego, CA) with an Illumina Genome Analyzer (GAII) by standard procedures. A control sample of input DNA from the micrococcal nuclease digested lysates before immunoprecipitation was also sequenced.

Material for FIE-HA ChIP was cross-linked with formaldehyde and ChIP carried out as previously described [35,43] on mononucleosome sized micrococcal nuclease-digested lysates. Over 20 pull-downs were performed on sets of 1 g tissue for the FIE-HA line and the untransformed C24. ChIPs were selected for high enrichment relative to the C24 control by qPCR using a set of 6 diagnostic amplicons (Additional file 13: Table S2). DNA was pooled from the 12 immunoprecipitates that had highest enrichment and used for ChIP-seq as above except the sequencing was carried out by the Australian Genome Research Facility (Melbourne, Australia). As a control DNA extracted from the digested lysates before immunoprecipitation was also sequenced (input DNA).

The numbers of sequence reads obtained for each sample are detailed in Additional file 1: Table S1. The sequencing reads were mapped to the Arabidopsis genome (TAIR9 build) using BioKanga (http://biokanga.sourceforge.net/), allowing 2 mismatches at any position. Peaks were identified using the log_2_ ratio of signal density between two samples to determine enriched regions as candidates, followed by significance analysis on the read density from candidate peaks [44]. Briefly, each read was extended L bp (L=150 bp for H3K27me3 and L=200 bp for FIE samples respectively) from the beginning of the 5′ end to represent the fragment length. S_x_ was the normalised number of the extended reads located within a 10 bp window along a chromosome for sample x; a log_2_ ratio was then calculated on the corresponding S_x_ as log_2_R = log_2_(S_treatmen_t/S_control_). Adjacent windows that have a log_2_R above a threshold (the threshold was 3-fold enrichment when compared with input) were merged to form candidate peaks and peaks that have been separated less than 200 bp were further merged. Finally a significance test was performed using the PeakSeq algorithm [44] where a p value was obtained from binomial test on the number of reads within a candidate peak and a multiple test correction was followed to give a q value for estimation of false discovery rate. A q score of 10^-10^ was selected on the basis of maximizing the number of predicted peaks in the immunoprecipitated sample and minimizing the numbers of peaks identified in the control input DNA samples.

### GO analysis

GO enrichment analysis was performed using the BINGO 2.44 plug-in [45] in Cytoscape 2.8.3 [46] with the GOslim_plants dataset. To test for enrichment, a hypergeometric test was conducted and the Benjamini and Hochberg false discovery rate was calculated. The network of the enriched categories was presented.

### Motif analysis

MEME software (version 4.9.0) [47] was applied to yield over-represented motifs in the dataset. The width of the motif was set as 6 to 8 nucleotides. Zero or one per sequence was used for the distribution of a single motif among the sequences.

### RNA extraction and qRT-PCR

RNA was extracted from approximately 100 mg of seedlings using the RNeasy Plant Mini Kit (Qiagen) according to the manufacturer’s instructions. For quantitative RT-PCR, DNase-treated RNA was reverse transcribed using an oligo dT primer and Superscript III reverse transcriptase (Invitrogen, http://www.invitrogen.com/) and at least triplicate reactions were amplified using 7900HT Fast Real-Time PCR System (Applied Biosystems, http://www.appliedbiosystems.com/) with SYBR green. The primers used are listed in Additional file 13: Table S2. For verification of ChIP peaks qPCR was carried out using a set of genomic DNA standards that allows the comparison of values between amplicons [35].

### Expression array analysis

RNA was extracted from intermediate phenotype siFIE plants (Additional file 5: Figure S1), Col, *clf*-*7 swn*-*28* and Col using Qiagen Plant RNeasy mini kit. For each sample, three pools of 10–12 plants were used. The siFIE plants were analysed for FIE mRNA by RT-qPCR; the maximum level of FIE mRNA was found to be 10% of wildtype Col.

RNA samples were hybridised to a Roche NimbleGen Arabidopsis Gene Expression 4x72K Array (catalogue number A4511001-00-01) representing 30,361 genes, each with 2 target probes as annotated by TAIR version 6. DNAstar software was used for analysis; gene lists with higher than 2 fold de-regulation at 95% confidence compared to wild type were exported to Excel files for comparison.

## Availability of supporting data

The Nimblegen array date in this publication have been deposited in NCBI’s Gene Expression Omnibus [48] and are accessible through GEO Series accession number GSE48857 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE48857). The raw sequence data has been deposited into the NCBI Short Read Archive, accession number SRP027413.

## Abbreviations

qPCR: quantitative polymerase chain reaction.

## Competing interests

The authors declared that they have no competing interests.

## Authors’ contribution

WD, DB, WP, ED and CH participated in the design of the study, WD, DB, MR and CH carried out experiments, WD, DB, HY, JT and CH analysed data, WD and CH drafted the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Summarises the identification of peaks from the FIE-HA and H3K27me3 datasets. Click here for file

Additional file 2: Dataset S1 Lists all H3K27me3 ChIP-seq peaks. Click here for file

Additional file 3: Dataset S2 Lists all FIE-HA ChIP-seq peaks. Click here for file

Additional file 4: Dataset S3 Lists FIE-HA peaks coincident with H3K27me3 peaks. Click here for file

Additional file 5: Figure S1 Shows phenotypes of weak, intermediate and strong T1 siFIE plants in C24. Click here for file

Additional file 6: Dataset S4 Lists of up- and down-regulated genes from microarray analysis of siFIE and *clf-7 swn-28* plants. Click here for file

Additional file 7: Figure S2 Shows RT-qPCR verification of microarray data. Click here for file

Additional file 8: Figure S3 Shows GO analysis of genes up-regulated in siFIE or *clf swn* and siFIE. Click here for file

Additional file 9: Figure S4 Shows GO analysis of genes up-regulated in siFIE or clf swn and siFIE that have FIE + H3K27me3 ChIP-seq peaks. Click here for file

Additional file 10: Figure S5 Shows GO analysis of genes up-regulated in siFIE, clf swn or both that have H3K27me3 only ChIP-seq peaks. Click here for file

Additional file 11: Figure S6 Shows additional MEME analyses to those shown in Figure 6. Click here for file

Additional file 12: Figure S7 Shows TOMTOM analyses of motifs 2 to 4. Click here for file

Additional file 13: Table S2 Lists oligonucleotide sequences used in this study. Click here for file

# Supplementary material for: Arabidopsis Polycomb Repressive Complex 2 binding sites contain putative GAGA factor binding motifs within coding regions of genes
**Source:** BMC Genomics. 2013 Aug 30;14:593. doi: 10.1186/1471-2164-14-593
**Supplement:** Additional file 5: Figure S1 — Shows phenotypes of weak, intermediate and strong T1 siFIE plants in C24.

## Slide 1

C24 siFIE intermediate
C24 siFIE strong
C24 siFIE weak
10 mm
Additional file Figure S1. Phenotypes of weak, intermediate and strong T1 siFIE plants in C24. Plants are shown 4 weeks after germination, younger plants with intermediate phenotype (12 days old) were analyzed for genome-wide gene expression changes.
siFIE(Col)
Col

# Supplementary material for: Arabidopsis Polycomb Repressive Complex 2 binding sites contain putative GAGA factor binding motifs within coding regions of genes
**Source:** BMC Genomics. 2013 Aug 30;14:593. doi: 10.1186/1471-2164-14-593
**Supplement:** Additional file 7: Figure S2 — Shows RT-qPCR verification of microarray data.

## Slide 1

Additional file Figure S2. RT-qPCR verification of microarray data.

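Figure S2 sets RT-qPCR beside the array for each gene as expression in clf swn and in siFIE relative to wildtype. RT-qPCR measures the cDNA of 1 transcript at a time with a pair of primers, whereas an array probe reads the labelled cDNA that hybridises to a 60-base segment, so the array part of each panel is a ratio of RMA signals. The deposited files hold the array part only. By the peak tables at hand AG lies under a FIE-HA+H3K27me3 peak and FT carries H3K27me3, while FLC and SOC1 lie beyond the part of the H3K27me3 list that is at hand. The legend of Figure 3 states that FLC had no H3K27me3 peak. The paper's results nevertheless describe H3K27me3 at an amplicon in the first exon of FLC as low yet detectable. FLC has a FIE-HA peak in its gene body, and SOC1 has none in the tables at hand.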

All genes except FIE and At5g10150 are PRC2 targets. Data is the mean of three biological replicates for QRT-PCR. De-regulation compared to wildtype is shown.

# Supplementary material for: Arabidopsis Polycomb Repressive Complex 2 binding sites contain putative GAGA factor binding motifs within coding regions of genes
**Source:** BMC Genomics. 2013 Aug 30;14:593. doi: 10.1186/1471-2164-14-593
**Supplement:** Additional file 9: Figure S4 — Shows GO analysis of genes up-regulated in siFIE or clf swn and siFIE that have FIE + H3K27me3 ChIP-seq peaks.

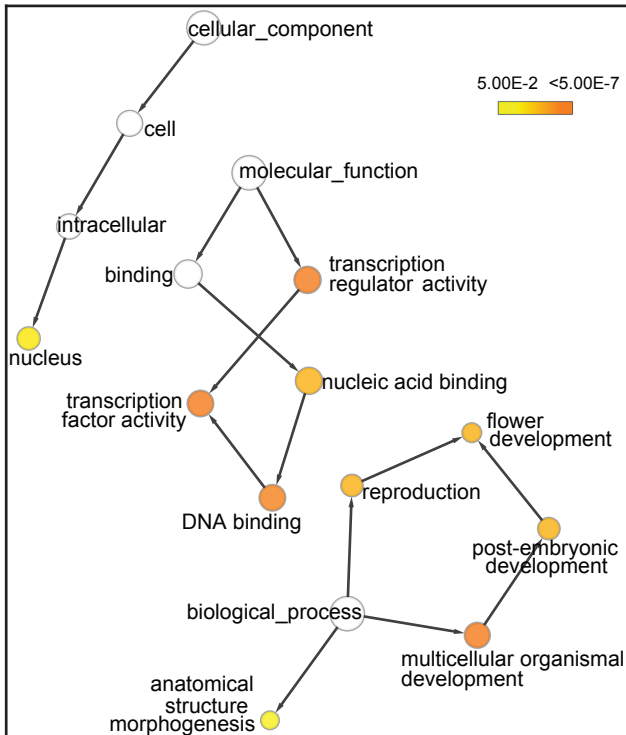

Genes up in siFIE and in FIE and
H3K27me3 binding peaks

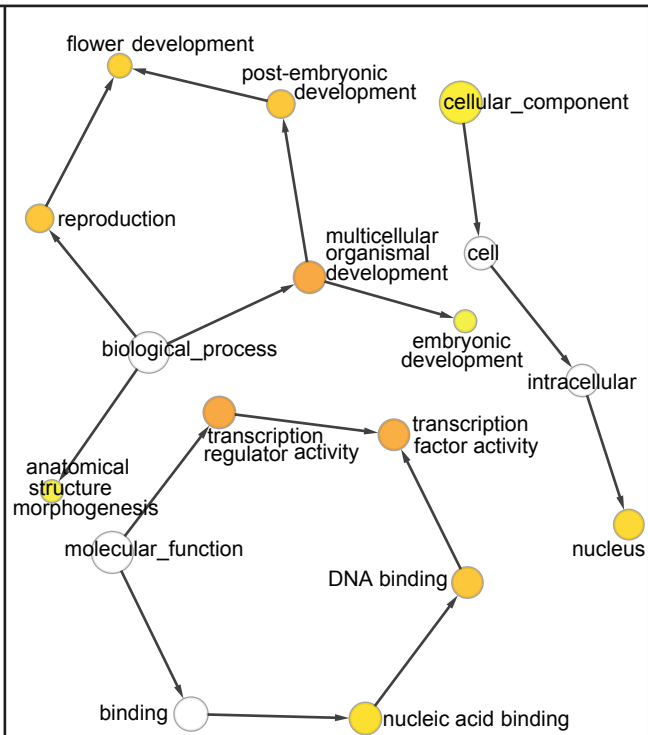

Genes up in clfswn and siFIE and in FIE
and H3K27me3 binding peaks

# Supplementary material for: Arabidopsis Polycomb Repressive Complex 2 binding sites contain putative GAGA factor binding motifs within coding regions of genes
**Source:** BMC Genomics. 2013 Aug 30;14:593. doi: 10.1186/1471-2164-14-593
**Supplement:** Additional file 11: Figure S6 — Shows additional MEME analyses to those shown in Figure 6.

(a)

Motif 1  
575 sites

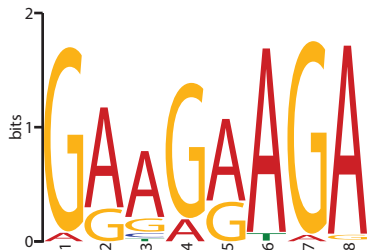

Motif 2  
453 sites

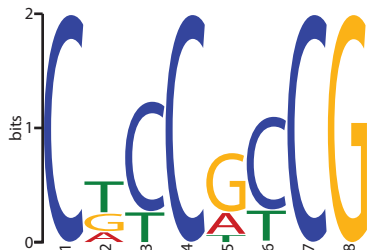

Motif 3  
124 sites

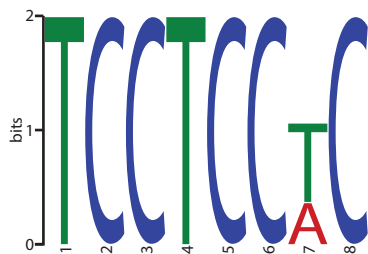

Motifs in FIE-HA without H3K27me3

(b)

Motif 1  
1993 sites

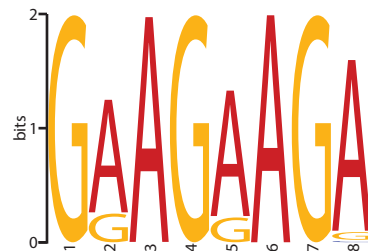

Motifs in H3K27me3 without FIE-HA binding

(c)

Motif 1  
1393 sites

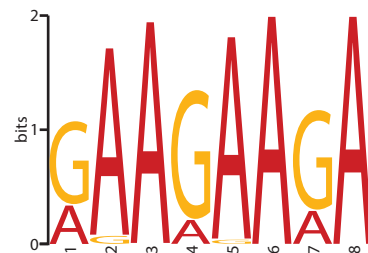

Motifs in random promoter sequences

# Supplementary material for: Arabidopsis Polycomb Repressive Complex 2 binding sites contain putative GAGA factor binding motifs within coding regions of genes
**Source:** BMC Genomics. 2013 Aug 30;14:593. doi: 10.1186/1471-2164-14-593
**Supplement:** Additional file 12: Figure S7 — Shows TOMTOM analyses of motifs 2 to 4.

(a)

Name: TBF1

Database:
JASPAR_CORE

Value: 0.39

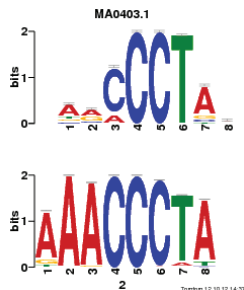

Name: Six6
Database:
Homeodomain

Value: 0.44

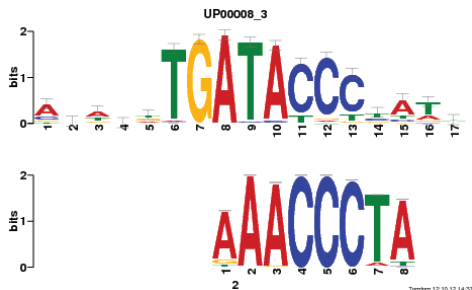

Matches to Motif 2

(b)

Name: ZNF354C
Database:
JASPAR_CORE

Value: 0.58

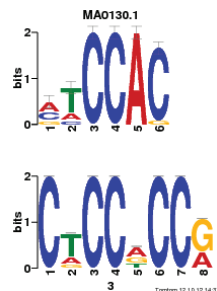

Match to Motif 3

(c)

Name: Trl
Database:
JASPAR_CORE

Value: 0.029

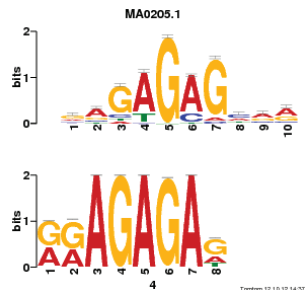

Match to Motif 4

How the deposited data were processed for this re-analysis (not part of the article)

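Total RNA of 12-day-old whole seedlings was measured on 9 NimbleGen expression arrays, 3 each for wildtype Col, siFIE and clf swn, each array from a pool of 10 to 12 plants. The number of arrays limits the precision. The authors deposited the intensity of each probe, on a linear scale and without normalization, as written by NimbleScan 2.4.31, and an RMA intensity per gene, also on a linear scale, which the submitters' processing notes name as RMA. The software that ran RMA and its settings are not given in the sources used here. The table of all samples that accompanies the series holds the same RMA values as the files of the single arrays. The probes are 60-mers, and saturated probes numbered between 0 and 15 per array. The median probe signal ranged from 1213 to 2370.1 between arrays, and the median RMA signal from 1116 to 1169. The largest gap between the log2 medians of the RMA values was 0.067, under the tolerance of 0.1 set for a shared distribution, so the RMA values were used as deposited. Pearson's r of log2 RMA values across genes, which are not independent replicates, was 0.991 to 0.994 within genotypes and 0.915 to 0.978 between them.

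The 30361 sequence IDs of the array were each tested as 1 gene. For names the reference annotation of TAIR10.1 was used, in which 29976 IDs had their locus and 10355 a symbol, and no coordinates were taken from it. Log2 RMA values were fitted with limma 3.58.1 in R 4.3.3, with 3 group means and 1 estimate of the spread from all 9 arrays (lmFit and eBayes, two-sided). The comparisons were clf swn against Col, siFIE against Col, and clf swn against siFIE, which tests the difference between the mutants' changes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes and a change of more than 2-fold. The methods of the paper give 2-fold and 95% confidence and name no correction. Summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

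The genes named are those the paper names, the 10 with the largest change per comparison and direction among called genes with every mutant array beyond every Col array, and up to 4 members of each list with the smallest p. A few others, such as SEP4, SVP and PLT1, are named to spell out small counts and were chosen after their values were seen. Gene lists were written from general knowledge: PRC2 and PRC1 components, floral organ identity, flowering time, embryo regulators, seed storage and late embryogenesis, shoot and root meristem regulators, photosynthesis, flavonoid and anthocyanin synthesis, root hair and root markers, defence and jasmonate, drought and cold response, cell division, GAGA-binding BPC factors, and reference genes. The rule for named genes, the comparisons and the alternatives were fixed together with the lists, apart from the alternatives named as added. Of 189 listed genes 181 were used. The other 8 were on the array but were left out because the reference annotation gave their locus another symbol or none. For some, such as PSBP1, only the spelling differed. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated one, and with fry, with adjustment over the lists within each comparison.

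Shares of up-regulated genes were counted among gene body loci of the FIE-HA+H3K27me3 peaks of Dataset S3. The H3K27me3 only genes were loci of the H3K27me3 column of Dataset S4 that were not gene body loci of any FIE-HA peak of Datasets S2 and S3. Genes with a FIE-HA peak in the promoter alone thus stayed among them. The copies at hand held 1999 of 5148 peaks of Dataset S1, 1295 of 1298 of Dataset S2, 706 of 723 of Dataset S3 and 1999 of 3976 H3K27me3 loci of Dataset S4, which end at AT2G42410, so the shares carry Wilson intervals at 95% and no test. Dataset S4 as held also lists 1999 up-regulated and 1999 down-regulated genes for clf swn.

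Alternatives were probe intensities with normexp background correction (offset 50) and quantile normalization, the same without background correction, normexp with median scaling, the RMA values of the series table, leaving out genes under the 25th percentile of mean signal, only the arrays of the 2 groups compared, an unadjusted p, no fold threshold, a Student t-test with an unadjusted p under 0.05, replicate number as a block, leaving out each array, gene body or promoter loci, the H3K27me3 peaks of Dataset S1, and other sizes of probe discordance. Quantile normalization of the RMA values and a Student t-test with an adjusted p under 0.01 were added after seeing the data. Slide as a block could not be used, since each array came from its own slide. A filter on random control probes could not be used either, since the files hold none, and the percentile took its place.

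The limma step was tested on simulated data with 50 genes changed at each size among 30361. It recovered 98% of 3-fold and 34% of 2-fold changes for clf swn with 2 false calls, 98% and 30% for siFIE with 3 false calls, and 96% and 44% for the difference with 4 false calls. A 2-fold change lies at the threshold of a call, so its recovery is low by construction. The Student t-test recovered 161 of 200 simulated changes of log2 3 at an adjusted p under 0.05 and 103 at 0.01. With so few genes changed, the adjustment is stricter than in the real data. The count of single discordant probes recovered 60 of 60. Overlap of the calls of both mutants was simulated 100 times with unchanged groups against the same Col arrays. As no gene was changed there, this does not give the overlap expected by chance for long lists.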

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

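The tests of the FIE probes were chosen only after the probe values had been seen; the tests of the spread and of the size of the changes were set beforehand.

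The change against Col differed between clf swn and siFIE for 5421 genes, tested directly with limma as the difference between the mutants. Fewer genes were called in siFIE (2338) than in clf swn (6562). A wider spread between the siFIE pools is not borne out: the median SD between pools was 0.180 in siFIE and 0.175 in clf swn, a ratio of 1.03. The changes themselves were smaller in siFIE, with an SD over genes, less the error, that was 2.00 times as high in clf swn (1.24 against 0.621 on the log2 scale). With the same error in both comparisons and a fixed fold threshold, smaller changes and fewer calls largely describe the same thing. A weaker loss of PRC2 function in siFIE, where FIE mRNA was reduced and not removed, is a possible reason that was not tested. Also not tested and still open are the ecotype of the siFIE plants, their selection on kanamycin and their choice by phenotype. So are a difference in developmental stage at 12 days and the different subunits affected. The 3 against 3 arrays allow 10 splits, of which 1, the real one, reached the real count in each comparison. The real splits called 6562 genes for clf swn, 2338 for siFIE and 5421 for the difference, and the highest count of any other split was 0 in each. With 10 splits a share under 0.05 cannot be reached.

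By RMA 103 genes were called in opposite directions (38 without background correction), 30 up-regulated in clf swn and down-regulated in siFIE and 73 the reverse, all with a called difference between the mutants. RAB18, a gene of the response to drought, is 1 of them: it rose 11.0-fold in clf swn and fell 2.34-fold in siFIE, a fall that was not called without background correction.

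Lists of genes also differed between the mutants when the difference was tested with camera. Seed storage and late embryogenesis genes were higher in clf swn by a median of log2 7.20, with 23 of 23 genes called (adjusted p = 3.4e-23, and 0.0043 with an estimated correlation). Embryo regulators were higher by 2.60, with 10 of 11 called (adjusted p = 2.9e-09 and 0.0052), and shoot and root meristem regulators by 1.57, with 11 of 15 called higher and 1 lower, and 8 and 0 without background correction (adjusted p = 1.4e-04 and 0.016). Photosynthesis genes were lower, with a median difference of log2 -1.70 and 19 of 24 called (adjusted p = 8.5e-16 and 0.0073). Defence and jasmonate genes had a median difference of log2 -1.96, with 7 of 9 called lower in clf swn (adjusted p = 1.4e-04 and 0.023). Cell division genes (adjusted p = 0.011) and GAGA-binding BPC factors (adjusted p = 0.020) were higher in clf swn as lists, with 1 gene called in each, and both list calls were lost with an estimated correlation (0.064 and 0.12). The call of the cell division gene was lost without background correction. That of the BPC gene was lost in all 3 settings that start from the probe signals. Root hair and root markers were not called (adjusted p = 0.085, but 0.035 without clf swn replicate 3). No cause of these differences was tested.

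The paper does not report on single probes of FIE. The probe at position 125, nearest the 5′ end of the transcript, was 5.43-fold higher in siFIE than in Col, with all 3 siFIE pools above all 3 Col pools, while the probes at 357 and 1204 fell to 0.133 and 0.271 of Col. A change in the amount of FIE mRNA as a whole would move all probes alike, and the probe at 125 lay above the highest of the others by 4.33 on the log2 scale. A candidate explanation is transcript of the RNAi construct, which only siFIE plants carry, if the construct holds this segment of FIE. In clf swn, without the construct, the probe changed by log2 0.44, less than the change of 1 that would have argued against the construct. The paper's text does not name the segment, and the construct is present in every siFIE pool and in no other, so it cannot be told apart from another transcript that differs between these genotypes.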

How the results depend on the processing

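Quantile normalization of the RMA values and the Student t-test with an adjusted p under 0.01 or under 0.05, and no other setting here, were chosen only after the data had been seen.

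Over all genes of the array, 0 called in either mutant or for the difference were called in the opposite direction with any other setting. Calls of each mutant are given as up- and down-regulated genes together, with the share that was up-regulated. Apart from 1 share under leaving out single arrays, counts stayed within 1.5 times, and shares within their 95% intervals, with the series table (the same values, so no independent check), only the arrays of the 2 groups compared, an unadjusted p, replicate number as a block, the Student t-test with an unadjusted p under 0.05, quantile normalization of the RMA values, gene body or promoter loci, and each array left out. Without 1 array, genes called in clf swn numbered 6438 to 6712 and in siFIE 2151 to 2564, and the up-regulated share in siFIE was 56.3 to 59.3%, against 58.6% with all arrays and lowest without siFIE replicate 2. No sign was seen that replicate numbers pair the pools, which does not exclude pairing. For deviations from the genotype means, r of same-numbered pools was -0.164 to 0.169 (mean -0.019). For pools of unlike number it was -0.153 to 0.197 (mean 0.009). With replicate number as a block, 6534 of 6542 genes in clf swn and 2301 of 2317 in siFIE were also called without it. Slide as a block was not run, since each array had its own slide. Arrays limit the result for genes with a signal near background, where folds depend on its correction, and their number limits precision.

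In what follows shares are given for clf swn, siFIE and both, and the cause was not tested unless stated. From probe signals with normexp and quantile normalization, 1539 genes were called in siFIE, common genes numbered 423 up and 487 down, and the shares were 29.0, 16.6 and 11.6% for FIE-HA+H3K27me3 genes and 11.5, 7.36 and 3.50% for H3K27me3 only genes. Without background correction the counts were 3908 in clf swn, 1114 in siFIE (60.6% up), 1165 higher and 1849 lower in clf swn than in siFIE, 298 and 361 common, and the shares 24.7, 13.7 and 9.51%, and 9.52, 5.02 and 2.28%. With normexp and median scaling they were 1503 in siFIE, 402 common up, and the shares 28.5, 15.9 and 11.1%, and 11.3, 6.95 and 3.39%. Without dim genes the shares were 37.8 and 26.5% of FIE-HA+H3K27me3 genes in clf swn and siFIE, and 22.7, 17.0 and 10.2% of H3K27me3 only genes, over fewer genes. With no fold threshold, which calls smaller changes by construction, the counts were 14223 in clf swn, of which 51.6% were up-regulated against 40.6% with the threshold, 6149 in siFIE (50.4% up), 6332 and 6281 for the difference, and 1829 and 2288 common, and the shares 42.9, 31.6 and 23.5%, and 23.8, 16.9 and 10.2%. The Student t-test with an adjusted p under 0.01 changes both the test and the threshold (at an adjusted p under 0.05 it called 1009 up and 684 down in siFIE). It gave 359 genes in siFIE (70.8% up), 43.5% up in clf swn, 1367 and 1757 for the difference, 151 and 73 common, and shares of 29.3, 4.90 and 4.01%, and 11.7, 2.28 and 1.17%. With the H3K27me3 peaks of Dataset S1 the H3K27me3 only shares were 19.9, 16.3 and 10.5%. Genes with discordant probes numbered 71 in siFIE and 235 in clf swn at a difference of 2, 186 and 569 at 1.5, and 13 and 44 at 3. For the 125 named genes, 5070 calls over all settings were the same, 119 were lost, 53 were gained and 0 were reversed.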

Differences from the paper's values

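The Student t-test with an adjusted p under 0.01 was chosen only after the paper's values had been seen, and 4 thresholds were tried.

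The paper states 2-fold at 95% confidence and names no correction, while the counts here use 2-fold and an adjusted p under 0.05 from limma. For siFIE, the paper's Dataset S4 lists 359 genes, 70.8% of them up-regulated, against 2338 here, 58.6% of them up-regulated (1370 up and 968 down). For genes common to both mutants the paper gives about 150 up-regulated and about 73 down-regulated in Fig. 5a, read by eye, against 726 and 760 here. None of the alternatives set before the data were examined brought any of these 3 counts within 1.5 times the paper's. The Student t-test with an adjusted p under 0.01, chosen after seeing the values, gave 359 genes in siFIE, 70.8% of them up-regulated, and 151 and 73 common genes, and it drops 0 of the siFIE genes that Dataset S4 lists. Its siFIE calls are thus the same genes, up and down, as those in Dataset S4. It also calls all clf swn genes of Dataset S4 that are held and on the array. The gap between 359 and 2338 genes in siFIE therefore comes from the test and the threshold. An adjusted p under 0.01 is not the threshold that the paper's methods state.

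In siFIE the paper gives about 4.6% of FIE-HA+H3K27me3 genes and about 2.8% of H3K27me3 only genes as up-regulated in Fig. 5b, read by eye, against 22.9% and 11.3% here. For genes up-regulated in both mutants it gives about 3.7% and about 1.8% in Fig. 5b, read by eye, against 16.5% and 6.43% here. The H3K27me3 lists at hand are incomplete, and the shares here rest on the part held. Of the alternatives set before the data were examined, probe signals without background correction brought 1 of these 4 shares, that of H3K27me3 only genes up-regulated in both (2.28%), within 1.5 times the paper's, and no other alternative did so for any of the 4. The Student t-test with an adjusted p under 0.01, chosen after seeing the values, gave 4.90% and 2.28% in siFIE and 4.01% for FIE-HA+H3K27me3 genes in both, all within 1.5 times the paper's, and 1.17% for H3K27me3 only genes in both, which is not.

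For clf swn the paper gives about 2000 up-regulated and about 2600 down-regulated genes in Fig. 5a, read by eye, against 2666 and 3896 here. The second lies just under 1.5 times the paper's and passes it with only the arrays of the 2 groups compared (3907), with an unadjusted p (3921), without Col replicate 2 (3962), siFIE replicate 2 (3906) or 3 (3905) or clf swn replicate 3 (3923), and both pass it with no fold threshold (7336 and 6887). Closer to the paper's were the probe signals with normexp and quantile normalization (1945 and 2875), with median scaling (1996 and 2881) or without background correction (1564 and 2344, below the paper's), leaving out dim genes (2431 and 3555), and the Student t-test with an adjusted p under 0.01, chosen after seeing the values (2024 and 2625). The shares for clf swn and the array values of all 6 genes of Figure S2 lay within 1.5 times the paper's. The copy of Dataset S4 at hand holds 1999 up-regulated and 1999 down-regulated genes for clf swn, fewer than about 2600 for the second. All genes that it holds for either mutant and that are on the array changed in the listed direction. Of its fold changes, those written with a decimal point, 169 and 75 for siFIE and 1996 and 1758 for clf swn, differed from those here by less than 0.01 on the log2 scale. Another 85 and 30 for siFIE and 3 and 241 for clf swn are written without a decimal point and were not compared.

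For up-regulated genes with H3K27me3 the paper's text gives 124 in siFIE and 86 in both over the whole genome, while the marks in Dataset S4 as held count 139 and 96, and 709 in clf swn, also more than the text gives. In the part of the list held here, which covers 1985 genes of the array, 352 were up-regulated in clf swn, 247 in siFIE and 147 in both, so that siFIE and both exceed the paper's totals with part of the genes. In that part Dataset S4 marks 273, 51 and 29, and the Student t-test with an adjusted p under 0.01, chosen after seeing the values, gave 273, 51 and 29. Without background correction the numbers were 224, 113 and 54.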

Other observations

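The test of a C24 background was set beforehand, and no test here was chosen only after the result was seen.

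The methods and a label inside Figure S1 place the siFIE plants in Col, and the sample labels and the legend of Figure S1 in C24. Sequence differences of C24 could lower single probes of a gene. In siFIE, 15 genes had 1 probe that fell by more than 2 on the log2 scale while the other probes stayed within 0.5, and 18 had 1 that rose, a ratio of 0.833 (exact 95% interval 0.391 to 1.75). In clf swn the numbers were 53 and 35, a ratio of 1.51. An excess of falls in siFIE was not seen, but the interval reaches past 1.5, the bound set in advance, 60-base probes tolerate mismatches, and no C24 wildtype array was used here, so a C24 and a Col background cannot be told apart.

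Lists of genes that belong at no claim were tested as well, with camera. Of 17 PRC2 and PRC1 components, 5 were up-regulated in clf swn (EMF1, VIN3, RING1A, RING1B and BMI1A) and CLF and SWN down-regulated, and 3 were up-regulated in siFIE (MEA, EMF1 and VIN3) and FIE down-regulated; the list was not called in clf swn (adjusted p = 0.058, but 0.038 without Col replicate 3) or siFIE (adjusted p = 0.27). Without background correction RING1B and BMI1A in clf swn and FIE and MEA in siFIE were not called. VIN3, which acts in vernalization, rose 85.6-fold in clf swn and 9.76-fold in siFIE. Of 9 defence and jasmonate genes, 6 were up-regulated in siFIE (adjusted p = 2.3e-04, and 0.032 with an estimated correlation), and in clf swn PDF1.2 was up-regulated and BGL2, PR5 and LOX2 down-regulated (adjusted p = 0.058, but 0.043 without Col replicate 2, 0.043 without clf swn replicate 1, 0.045 from the probe signals with normexp and quantile normalization and 0.039 without background correction). The call of BGL2 in clf swn was lost without Col replicate 1 or 3 or clf swn replicate 2 or 3 (log2 -0.98, -1.01, -0.99 and -0.98), and its call in siFIE without Col replicate 2 or siFIE replicate 2 (log2 1.07 and 0.83), and both in all 3 settings that start from the probe signals. Without background correction 3 of the 9 were called up-regulated in siFIE. LOX2, a gene of jasmonate synthesis, fell 19.8-fold in clf swn and was not called changed in siFIE.

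Of 12 genes of flavonoid and anthocyanin synthesis, 4 were up-regulated in clf swn (CHI, F3H, FLS1 and PAP2) and 6 down-regulated, and 5 were down-regulated in siFIE (DFR, LDOX, UF3GT, TT19 and TT8), and the list was not called (adjusted p from camera = 0.27 and 0.055), but it was called in siFIE without siFIE replicate 1 (0.031) or 2 (0.043), with replicate number as a block (0.037) and in the 3 settings that start from the probe signals (0.031 to 0.037). The call of LDOX was lost without any 1 of the 3 Col arrays or siFIE replicate 2 or 3 (log2 -1.37, -1.49, -1.58, -1.45 and -1.11), and those of LDOX and TT19 with replicate number as a block. The calls of F3H and PAP2 were lost in all 3 settings that start from the probe signals, and that of TT8 without background correction. DFR, an enzyme of anthocyanin synthesis, fell 40.6-fold in clf swn and 2.37-fold in siFIE. Of 13 root hair and root markers, 7 were down-regulated in clf swn and 0 in siFIE (adjusted p from camera = 0.026 and 0.018). With an estimated correlation these calls were lost (0.30 and 0.32), that in clf swn also without dim genes (0.056) and that in siFIE without Col replicate 3 (0.051). TIP2;3 was called in siFIE without Col replicate 1 or siFIE replicate 1 (log2 -1.11 and -1.02) and with quantile normalization of the RMA values, and 6 markers were called in clf swn without background correction. Of 6 drought and cold response genes, 3 were up-regulated in clf swn (LTI65, KIN1 and RAB18) and 2 down-regulated (COR15A and DREB1A), and RAB18 was down-regulated in siFIE, with LTI65 up-regulated without Col replicate 2 or siFIE replicate 1 (log2 1.11 and 1.14) (adjusted p from camera = 0.19 and 0.16). The calls of DREB1A and of RAB18 in siFIE were lost without background correction. Of 6 cell division genes, CDKB1;1 was up-regulated in clf swn, a call that was lost without background correction (1.89-fold), and none was called in siFIE (adjusted p from camera = 0.013 and 0.80, and 0.069 and 0.81 with an estimated correlation). Of 7 GAGA-binding BPC factors, 0 were called in either mutant (adjusted p from camera = 0.031 and 0.82, and 0.14 and 0.84 with an estimated correlation), but the list was not called in clf swn without clf swn replicate 3 (0.053), with median scaling (0.0504) or without dim genes (0.059), both BPC3 and BPC7 were called with quantile normalization of the RMA values, and 1 gene was called there without Col replicate 2 (BPC7, log2 1.04) or clf swn replicate 1 (BPC3, log2 1.06). Of 6 reference genes, UBQ10 was up-regulated in clf swn, a call that was lost without background correction and with median scaling, and the list was not called (adjusted p from camera = 0.65 and 0.82), with a median below 0 and a mean above 0 in both mutants. By fry, which tests whether the genes of a list move on balance one way, 13 of all 14 lists were called in clf swn, all but the reference genes, and 10 in siFIE, so a call by fry does not set a list apart.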
